# Normal transcription of cellulolytic enzyme genes relies on the balance between the methylation of H3K36 and H3K4 in *Penicillium oxalicum*

**DOI:** 10.1186/s13068-019-1539-z

**Published:** 2019-08-20

**Authors:** Yanan Li, Yueyan Hu, Zhu Zhu, Kaili Zhao, Guodong Liu, Lushan Wang, Yinbo Qu, Jian Zhao, Yuqi Qin

**Keywords:** Cellulolytic enzymes, *Penicillium oxalicum*, H3K4 methylation, H3K36 methylation

## Abstract

**Background:**

Enzymatic hydrolysis of lignocellulose by fungi is a key step in global carbon cycle and biomass utilization. Cellulolytic enzyme production is tightly controlled at a transcriptional level. Here, we investigated the roles of different histone lysine methylation modifications in regulating cellulolytic enzyme gene expression, as histone lysine methylation is an important process of chromatin regulation associated with gene transcription.

**Results:**

*Po*Set1 and *Po*Set2 in *Penicillium oxalicum*, orthologs of Set1 and Set2 in budding yeast, were associated with the methylation of histone H3 lysine 4 (H3K4) and lysine 36 (H3K36). Cellulolytic enzyme production was extensively upregulated by the disruption of *Po*Set2, but was significantly downregulated by the disruption of *Po*Set1. We revealed that the activation of cellulolytic enzyme genes was accompanied by the increase of H3K4me3 signal, as well as the decrease of H3K36me1 and H3K36me3 signal on specific gene loci. The repression of cellulolytic enzyme genes was accompanied by the absence of global H3K4me1 and H3K4me2. An increase in the H3K4me3 signal by *Poset2* disruption was eliminated by the further disruption of *Poset1* and accompanied by the repressed cellulolytic enzyme genes. The active or repressed genes were not always associated with transcription factors.

**Conclusion:**

H3K4 methylation is an active marker of cellulolytic enzyme production, whereas H3K36 methylation is a marker of repression. A crosstalk occurs between H3K36 and H3K4 methylation, and *Po*Set2 negatively regulates cellulolytic enzyme production by antagonizing the *Po*Set1-H3K4me3 pathway. The balance of H3K4 and H3K36 methylation is required for the normal transcription of cellulolytic enzyme genes. These results extend our previous understanding that cellulolytic enzyme gene transcription is primarily controlled by transcription factors.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-019-1539-z) contains supplementary material, which is available to authorized users.

## Introduction

In the global carbon cycle, nearly 1.6 × 10^10^ tons of carbon is fixed by photosynthetic terrestrial plants every year, but less than 3% is currently utilized. Lignocellulose is the main component of plant cell wall and the most abundant biomass in the world. The microorganismal enzymatic hydrolysis of lignocellulose is a key step in global carbon cycle and biomass utilization. Cellulolytic enzymes secreted by numerous fungi, such as *Trichoderma*, *Aspergillus*, *Neurospora*, *Penicillium*, *Fusarium*, and *Magnaporthe*, break down lignocellulose to small molecules, helping to promote the utilization of biomass and completing the carbon cycle in nature [1, 2]. Cellulolytic enzymes are also important in many industries, particularly in textile and paper industries and in cellulosic ethanol production.

Cellulolytic enzyme production in fungi is tightly controlled at a transcriptional level [3]. Transcription factors (TFs), such as Cre1/CreA, Xyr1/XlnR, and Clr2/ClrB, play important roles in cellulolytic gene transcription regulation [4–6]. In addition to the key TFs, chromatin regulation is reported to be associated with the transcriptional activation/repression of genes that encode cellulolytic enzymes [7–9], although the regulation mechanism has yet to be elucidated. In eukaryotic cells, chromatin is not static but is highly dynamic. Chromatin can be altered by enzymes that have histone-modifying activities or ATP-dependent nucleosome-remodeling activities [10, 11]. Such modifications affect accessibility of the DNA, and therefore affect processes such as replication, repair, recombination, and transcription [12, 13].

Histone lysine methylation is an important part of histone modification that is widely associated with a range of key cellular processes [14, 15]. In the budding yeast *Saccharomyces cerevisiae*, three well-studied methylated lysine residues are present, namely, histone H3 lysine 4 (H3K4), histone H3 lysine 36 (H3K36), and histone H3 lysine 79 (H3K79). *S. cerevisiae* histone methyltransferase Set1 and Set2, possessing the evolutionarily conserved Su(var)3-9, Enhancer-of-zeste, and Trithorax (SET) domain, perform H3K4 and H3K36 methylation, respectively [16]. H3K4 methylation is generally associated with active and euchromatic domains. In *S. cerevisiae*, H3K4me3 localizes to the 5′ end of active genes and is associated with the RNA polymerase II (Pol II) complex during transcription initiation [17]. Set2 is related to the hyperphosphorylated carboxyl-terminal domain of RNA Pol II and deposits the trimethyl group onto H3K36 during transcriptional elongation [18]. H3K36me3 recruits various effector proteins and complexes, such as Ioc4 [19] and NuA3 acetyltransferase complex [20], which coordinate transcriptional elongation at coding regions. In addition to H3K4, H3K36, and H3K79, histone H3 lysine 9 (H3K9) and histone H3 lysine 27 (H3K27) participate in transcriptional repression [21, 22].

A small number of studies have described the roles of H3K4 or H3K36 methylation in regulating growth, pathogenicity, and secondary metabolism of filamentous fungi [23–26]. Although cellulolytic enzymes are typical glycoside hydrolases, which are prominent extracellular proteins produced by diverse fungi, the role of histone methylation in the regulation of cellulolytic enzyme genes is poorly elucidated. A putative methyltransferase Lae1 is a positive regulator of the transcription of cellulolytic genes in *Trichoderma reesei* [27], but its histone target has yet to be determined [28]. As such, whether and how different histone methylation modifications affect the transcription of cellulolytic genes remain unclear.

*Penicillium oxalicum* possesses various cellulolytic enzymes, including typical cellulase, hemicellulase, and other carbohydrate-active enzymes, as well as cellulolytic enzyme-related regulators [29], which are conserved in many other cellulolytic enzyme-producing filamentous fungi, such as *T. reesei*, *Aspergillus niger*, and *Neurospora crassa*. *P. oxalicum* has been established as a model system to elucidate the regulatory mechanism of cellulolytic enzyme gene expression. In the present study, we found that the balance of H3K4 and H3K36 methylation is required for the normal transcription of cellulolytic enzyme genes. We demonstrated for the first time that a crosstalk occurs between H3K36 and H3K4 methylation, and *Po*Set2 negatively regulates cellulolytic enzyme production by antagonizing the *Po*Set1-H3K4me3 pathway.

## Results

### Disruption of *Poset2* resulted in developmental defects and high cellulolytic enzyme secretion

PDE_02255 (GenBank EPS27312.1), an ortholog of *S. cerevisiae* Set2, was identified within the *P. oxalicum* genome. 

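In the expression files, PDE_02255 has a length of 3303 bases, and no genome sequence came with the files from which its coordinates could be read. Its transcript was measured by RNA-Seq in WT and in Δ*Poset2*, the strain in which this gene was deleted, after 24 h in the glucose medium (2% glucose) or the cellulose medium (1% microcrystalline cellulose plus 1% wheat bran), with 3 samples of each strain in each medium. The authors normalized the expression of each gene to FPKM, a value scaled by gene length and by the mapped fragments of the sample. In WT, the FPKM of PDE_02255 was 9.37 ± 1.45 (SD, n = 3) in the glucose medium and 9.43 ± 1.58 (SD, n = 3) in the cellulose medium, from 138 to 215 counted fragments per sample. In all 6 Δ*Poset2* samples, no fragment was counted on the gene, and at their depth 3 counts would give an FPKM of 0.13 to 0.14. The log2 fold change of Δ*Poset2* against WT was −10.76 (standard error 0.45, adjusted p = 0.00039) in the glucose medium and −10.57 (standard error 0.54, adjusted p = 0.00028) in the cellulose medium, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Because the count in Δ*Poset2* was 0, the size of this fold change is set by the small count that the method adds. Every WT sample lay above every Δ*Poset2* sample in both media (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). On the scale of log2(FPKM + 1), limma gave −3.37 in both media, the largest shift among the alternatives tried. From its sequence, the paper takes PDE_02255 to be the Set2 ortholog and names it *Po*Set2.

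**Figure D1:**
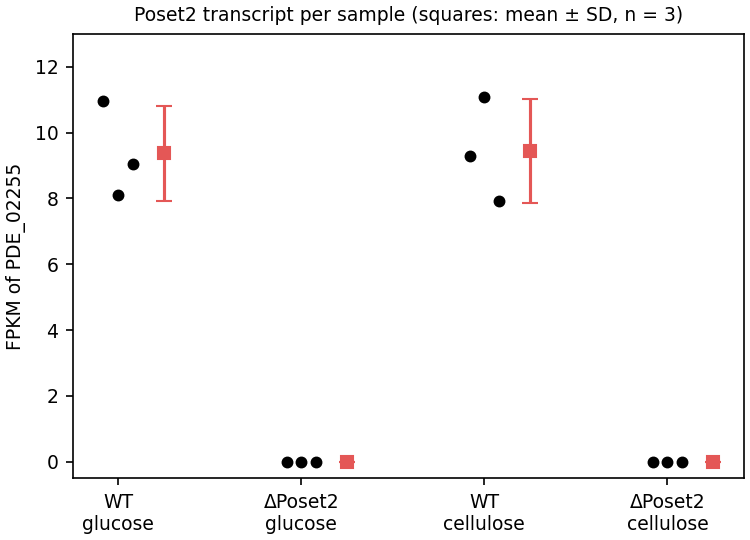
FPKM of PDE_02255 (vertical axis) in each of the 12 samples, grouped by strain and medium. Black points are single samples and red squares are the mean ± SD of 3 samples; WT lies at 9.37 in the glucose medium and 9.43 in the cellulose medium, and all Δ*Poset2* samples lie at 0.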

The putative amino acid sequence of PDE_02255 shared 45% identity with the sequence of yeast Set2. Phylogenetic analysis indicated that PDE_02255 was similar to *Fusarium fujikuroi* Set2 and *N. crassa* Set2 (Additional file 1: Figure S1). PDE_02255 contains an Associated With SET (AWS), SET, a post-SET (PS) domain; a WW domain; and a Set2–Rpb1 interaction (SRI) domain (Fig. 1a). All of them were highly conserved domain architectures found in typical Set2-related enzymes [26]. Hereafter, PDE_02255 was named *Po*Set2.

**Fig. 1:**
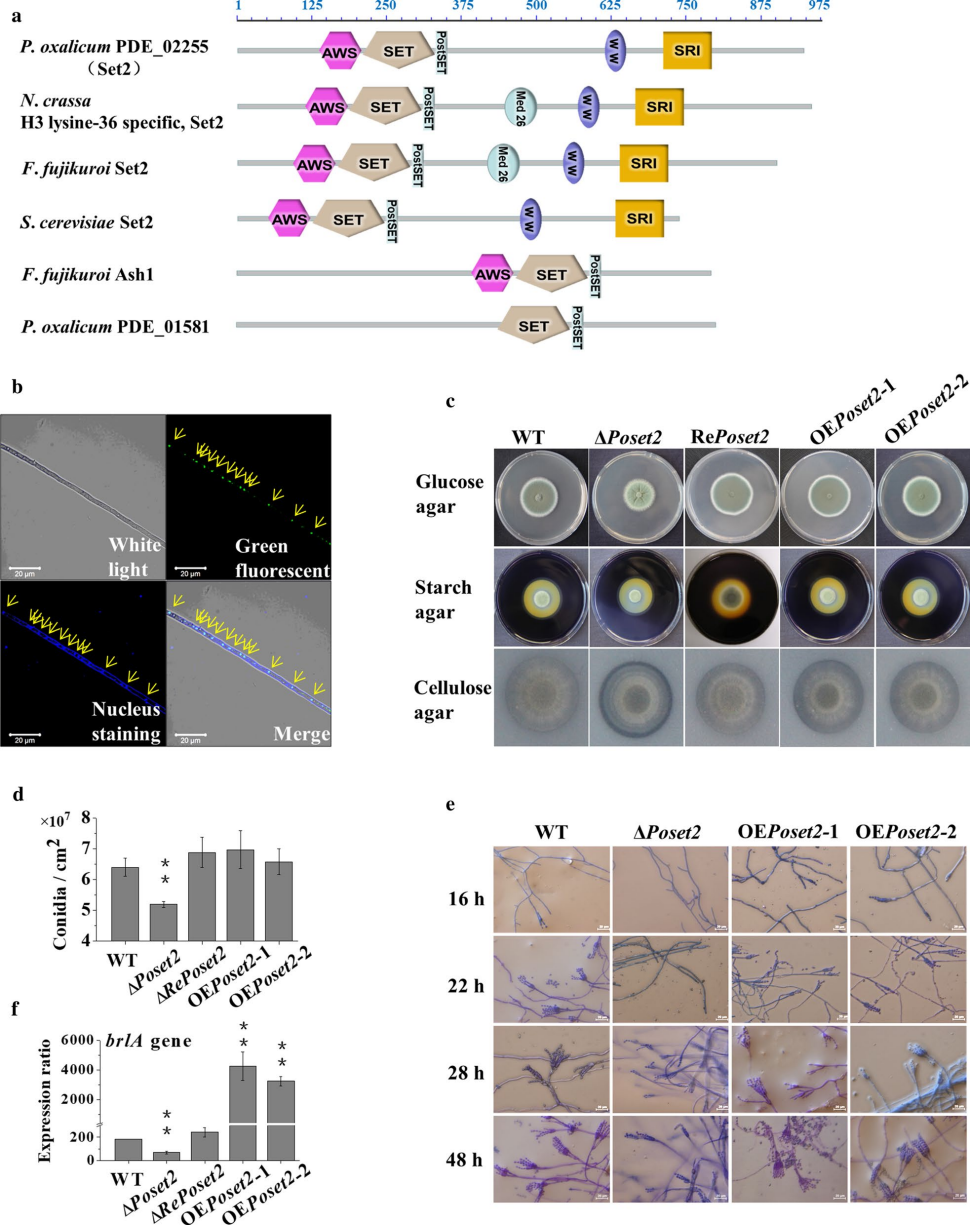
Phenotype analysis of *Po*Set2 mutants. **a** Domain architecture analysis of *Po*Set2 orthologs. Referring to the websites SMART (http://smart.embl-heidelberg.de/) and Pfam database (http://pfam.xfam.org/), the maps were constructed with equal proportions of the respective sequences. A diagram of five conserved domains of Set2 orthologs: AWS, SET, PS, WW, and SRI domains. **b** Subcellular localization of *Po*Set2 in *P. oxalicum*. Upper left, white light; upper right, green fluorescence (green dots); bottom left, nuclear staining (blue dots); bottom right, merged (white dots). Yellow arrows indicating the location that showed green fluorescence and nuclear staining and the overlap of green dots and blue dots on the merged image (white dots). **c** Morphological characteristics of the colony on Vogel’s agar with 2% glucose, 1% starch, and 0.5% ball-milled microcrystalline cellulose. 1.5 μL of fresh spore solutions (10^7^/mL) were spotted on Vogel’s medium ager plates with different carbon source, and then cultivated at 30 °C for 3–5 days. **d** Levels of conidiation on Vogel’s agar with 2% glucose. **e** Observation of mycelial growth and sporogenesis of WT and *Po*Set2 mutants. The length of the size bar shown in the figure represented an actual length of 20 μm. **f** Assay of the transcription level of *brlA*. Statistical significance tests were performed by one tailed, unequal variance *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001

We fused the *Poset2*-coding sequence with *GFP* and introduced it to *P. oxalicum* to obtain the strain *Po*Set2–GFP. The overlap of green fluorescence and nuclear staining on the merged image (Fig. 1b, bottom right, yellow arrows) indicated the nuclear localization of *Po*Set2 in *P. oxalicum*. The deletion of *Poset2* (Δ*Poset2*) led to asexual developmental defects. The Δ*Poset2* colony was wrinkled in the center and had a light bean green color compared with the dark-green WT when the strains were cultivated on glucose agar, suggesting that *Poset2* deletion impaired asexual spore formation (Fig. 1c). Conidiation in the Δ*Poset2* mutant was reduced by ~ 25.0% of that in the WT after 5 days of cultivation on glucose (Fig. 1d). WT started to produce premature conidia after 16 h of cultivation, and the mature conidia with characteristic brush-like structures formed after 22 h. Δ*Poset2* delayed the initiation of asexual development as the conidia did not form until the 28th h, and a low amount of phialide was formed. When the cultivation time was prolonged to 48 h, the Δ*Poset2* mutant still showed a low amount of phialide (Fig. 1e). The re-complement strain (Re*Poset2*) and the two *Poset2* overexpression strains (i.e., OE*Poset2*-1 and OE*Poset2*-2), which were randomly selected, had a phenotype identical to that of WT (Fig. 1). The classical genetic model of conidiation in important ascomycetous fungi, such as *Aspergillus* and *Penicillium*, has indicated that the transcription factor BrlA, as the first regulator in the major regulatory pathway of conidiation, is necessary to direct conidiation [30]. *brlA* expression is required for conidiation in *P. oxalicum* [31]. We observed a downregulated transcription level of *brlA* in Δ*Poset2* (Fig. 1f), suggesting that *Po*Set2 was involved in conidiation through the regulation of the BrlA regulatory pathway. Furthermore, we noticed a clearer cellulolytic halo around the Δ*Poset2* colony compared with that in WT when the strains were grown on Vogel’s medium plus cellulose agar, implying a higher cellulolytic enzyme secretion in Δ*Poset2* than in WT (Fig. 1c).

### Extensive upregulation of genes that encode cellulolytic enzymes was observed in Δ*Poset2*

Upon the observation of a clear cellulolytic halo around the Δ*Poset2* colony, we explored whether the improvement of cellulolytic enzyme secretion was due to the upregulated transcription of the corresponding genes. We performed a genome-wide expression profiling analysis between WT and Δ*Poset2* to obtain a global view of the role of *Po*Set2 in regulating gene expression. 

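The expression profiling covered 12 samples, 3 replicates each of WT and Δ*Poset2* in the glucose medium and in the cellulose medium, collected after 24 h of cultivation. The glucose medium held 2% glucose, and the cellulose medium held 1% microcrystalline cellulose plus 1% wheat bran. The paper describes paired-end RNA-Seq on the BGISEQ-500 platform with mapping by Bowtie2 and HISAT, whereas the sample labels describe a tag-based profiling protocol and other names for the media. Strain, carbon source, time and replicate number are the same in both, and the paper's description was followed. For each gene, the authors deposited the expected count, which is the number of fragments that RSEM assigned to the gene and need not be whole, and the FPKM. The total expected count was 4829546, 6864048 and 7081689 in the WT glucose replicates 1, 2 and 3, and it ranged from 6559513 to 6893905 (median 6592381) in Δ*Poset2* in the glucose medium. On cellulose, it ranged from 4607764 to 5377359 (median 5186204) in WT and from 6986120 to 7256532 (median 7012653) in Δ*Poset2*. All WT samples in the cellulose medium thus had smaller totals than all Δ*Poset2* samples there.
Expected counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with its quasi-likelihood test within each medium, on genes with at least 10 counts in at least 3 of the 6 samples. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2. The thresholds of the paper were also applied to the FPKM values, a fold change of at least 2 between the strain means and a probability of at least 0.8. This probability was computed as the share of pairs of replicates of the same strain, over all genes, whose log2 ratio and difference were both smaller than those between the strains, and an FPKM of 0 was replaced by 0.005.
Before averaging, the replicates were compared. The chi-square per gene between replicates of one condition was between 5.2 and 104.26, where sampling noise alone would give a value near 1, so no pair was treated as a repeated library. In WT on glucose, replicate 1 differed from replicates 2 and 3 by a chi-square per gene of 83.19 and 86.24, against 7.78 between replicates 2 and 3. On cellulose, WT replicate 3 differed from replicates 1 and 2 by 104.26 and 69.2. There, Δ*Poset2* replicates 1 and 3 differed by 84.59. On a principal component analysis of log2 CPM, component 1 held 65.8% of the variance and separated the media, and component 2 held 17.8% and separated the strains, with WT glucose replicate 1 at 42.99 on component 2 and replicates 2 and 3 at 11.18 and 11.17.
The samples of the 2 strains share replicate numbers in the labels. With the replicate number as a block, 841 genes were called in the glucose medium and 2584 in the cellulose medium, against 898 and 2454 without it. This pairing is taken from the labels. The mean correlation of the deviations from the group means was 0.133 between samples with the same number and −0.063 between samples with different numbers in the glucose medium, and 0.136 and −0.07 in the cellulose medium.

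**Figure D2:**
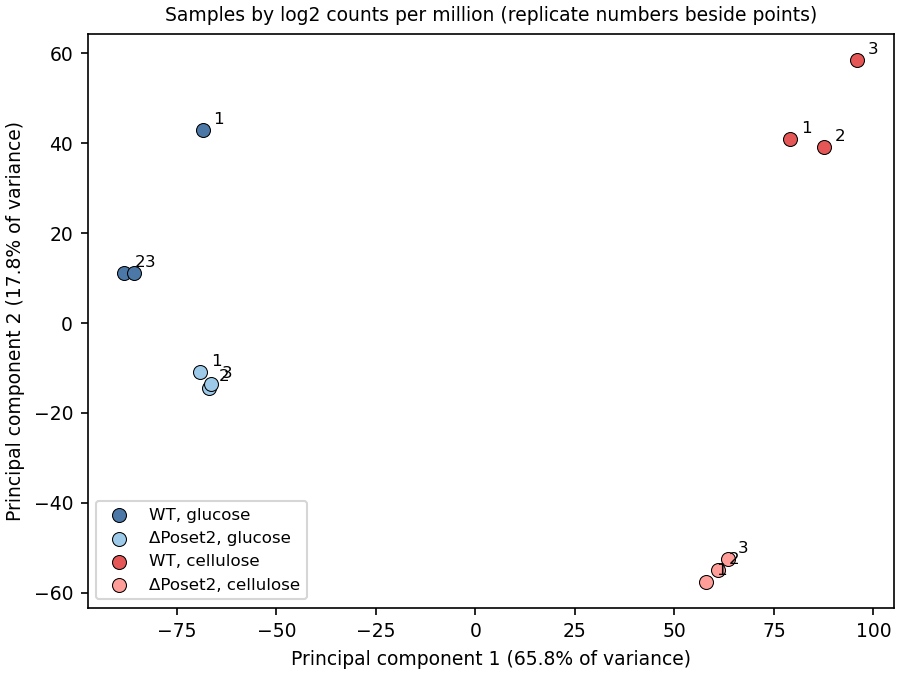
Principal components 1 (65.8% of variance, horizontal axis) and 2 (17.8% of variance, vertical axis) of log2 CPM in the 12 samples, coloured by strain and medium, with replicate numbers beside the points. The glucose samples lie on the left and the cellulose samples on the right; WT glucose replicate 1 lies at 42.99 on component 2, above the other WT glucose samples at 11.18 and 11.17.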

With the number of sequenced reads increasing, the number of identified genes was also increased. When the number of sequenced reads reached a certain amount, the growth curve of identified genes flattened, indicating that the number of identified genes tended to reach the saturation. For each sample, > 10 million reads of mRNAs were obtained. 

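The deposited tables hold fragments counted on genes and not reads, and with paired-end sequencing a fragment gives a pair of reads. The values here use the counted fragments. Their total ranged from 4607764 to 7256532 per sample (median 6728214 over 12 samples). It was 4829546 to 7081689 in WT and 6559513 to 6893905 in Δ*Poset2* on glucose, and 4607764 to 5377359 in WT and 6986120 to 7256532 in Δ*Poset2* on cellulose. At least 1 fragment was counted on 9322 to 9613 genes per sample.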

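The dependence of the number of identified genes on depth was recomputed by drawing part of each sample's counted fragments at random. With 10% of the counts, between 8412 and 8953 genes per sample still had at least 1 fragment, which was 89.6% to 93.1% of the genes identified with all counts. With 25% of the counts this share was 94.5% to 96.7%, with 50% it was 97.5% to 98.6%, and with 75% it was 98.9% to 99.5%. The full counts gave 9322 to 9613 genes. The draw starts from fragments already assigned to genes and not from the clean reads used for Figure S2. From the flattening of such curves, the paper concludes that the sequencing depth sufficed.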

The results of saturation analysis indicated that the depth of sequencing data was sufficient for information analysis (Additional file 2: Figure S2).

When the strains were cultivated in the glucose medium, which is a repression medium for cellulolytic enzyme formation, significant expression differences (fold change ≥ 2, probability ≥ 0.8) in 469 gene expression were observed in Δ*Poset2* compared with that in WT (Additional file 3: Spreadsheet S1). 

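With the paper's thresholds applied to the FPKM values, 468 of 9770 genes with any fragment changed in Δ*Poset2* in the glucose medium. A probability threshold of 0.9 in place of 0.8 lowered this number most, to 139. By edgeR's quasi-likelihood test on the counts, 1533 of 8481 tested genes had an adjusted p-value under 0.05, and 898 of these also changed by at least 2-fold. The fits that each left out 1 replicate gave 428 to 1033 genes, the lowest without Δ*Poset2* replicate 2. The methods shared 355 genes, all with the same direction. The median FPKM was 54.0 for the shared genes and 6.4 for the 543 genes called by edgeR alone. Among the genes with the strongest changes, PDE_03484 rose from an FPKM of 4.52 ± 1.82 (SD, n = 3) in WT to 313.63 ± 26.17 (SD, n = 3) in Δ*Poset2*, with a log2 fold change of 5.87 (standard error 0.29, adjusted p = 0.00023, edgeR). PDE_04101 fell from 105.82 ± 41.57 (SD, n = 3) to 5.07 ± 1.53 (SD, n = 3), with a log2 fold change of −4.52 (standard error 0.33, adjusted p = 0.00047, edgeR).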

Among the regulated genes, 276 genes (58.8%) mainly involved in the extracellular region (GO category: cellular component) and the oxidation–reduction process (GO category: biological process) were upregulated in Δ*Poset2* (Fig. 2a, up, red bars). 

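By the paper's thresholds, 275 of the 468 genes (58.8%) were higher in Δ*Poset2* in the glucose medium, and by edgeR's test 577 of 898. The upregulated genes with the largest log2 fold changes in edgeR were PDE_09235 (6.15, standard error 1.48, adjusted p = 0.029), PDE_03484 (5.87), PDE_09228 (5.49), PDE_09234 (5.11) and PDE_04196 (5.03). The replicates of PDE_09235 varied widely, with an FPKM of 242.75 ± 357.88 (SD, n = 3) in Δ*Poset2* against 2.95 ± 2.19 (SD, n = 3) in WT. PDE_04196 varied little, with 32.55 ± 1.18 (SD, n = 3) against 0.89 ± 0.32 (SD, n = 3). By the paper's thresholds, a probability of at least 0.9 lowered the number to 64 genes, and leaving out WT glucose replicate 1 raised it to 519. At the probability of 0.9, 75 genes were lower. With the FPKM scaled by median ratios, 181 genes were higher and 255 lower. Which direction is larger in this medium thus depends on the processing.
GO terms are given in the paper's spreadsheet for 153 of its genes with changed expression in this medium, and the annotation of the remaining genome was not in the files analysed here. The share of genes with a term was therefore compared between upregulated and downregulated genes by Fisher's exact test. A term was counted only where the spreadsheet names it, without genes that carry a narrower term under it. Genes without any term stayed in the totals. These counts therefore do not test the paper's enrichment. The spreadsheet as received held 460 rows, against the paper's 469 genes. Oxidoreductase activity was carried by 6 of 269 upregulated genes and 1 of 191 downregulated genes, a difference that did not pass adjustment over 19 terms (adjusted p = 0.91). Extracellular region was not among the 19 terms carried by at least 5 genes there. From its enrichment test in Blast2GO, the paper concludes that the upregulated genes were mainly of the extracellular region and the oxidation–reduction process.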

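In the glucose medium, 193 of the 468 genes (41.2%) were lower in Δ*Poset2* by the paper's thresholds, and 321 of 898 by edgeR's test. Besides the deleted gene, the downregulated genes with the largest log2 fold changes were PDE_04867 (−4.55, standard error 0.31, adjusted p = 0.00039, edgeR), PDE_04101 (−4.52), PDE_04660 (−4.50) and PDE_00030 (−4.19). The FPKM of PDE_04660 was 71.43 ± 25.85 (SD, n = 3) in WT and 3.64 ± 0.89 (SD, n = 3) in Δ*Poset2*. The number by the paper's thresholds was 75 at a probability of at least 0.9, its largest shift. No GO term of the paper's spreadsheet differed in frequency between downregulated and upregulated genes after adjustment. Oxidoreductase activity was carried by 1 of 191 downregulated and 6 of 269 upregulated genes (Fisher's exact test, adjusted p = 0.91). For the related term of oxidoreductases acting on the CH-OH group of donors, the numbers were 3 and 2 (Fisher's exact test, adjusted p = 0.97). The paper concludes from its Blast2GO enrichment that the downregulated genes mainly concern oxidoreductase activity, which these counts of single terms do not test.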

Among the regulated genes, 193 genes (41.2%) mainly implicated in the oxidoreductase activity (GO category: molecular function) were downregulated (Fig. 2a, up, green bar).

**Fig. 2:**
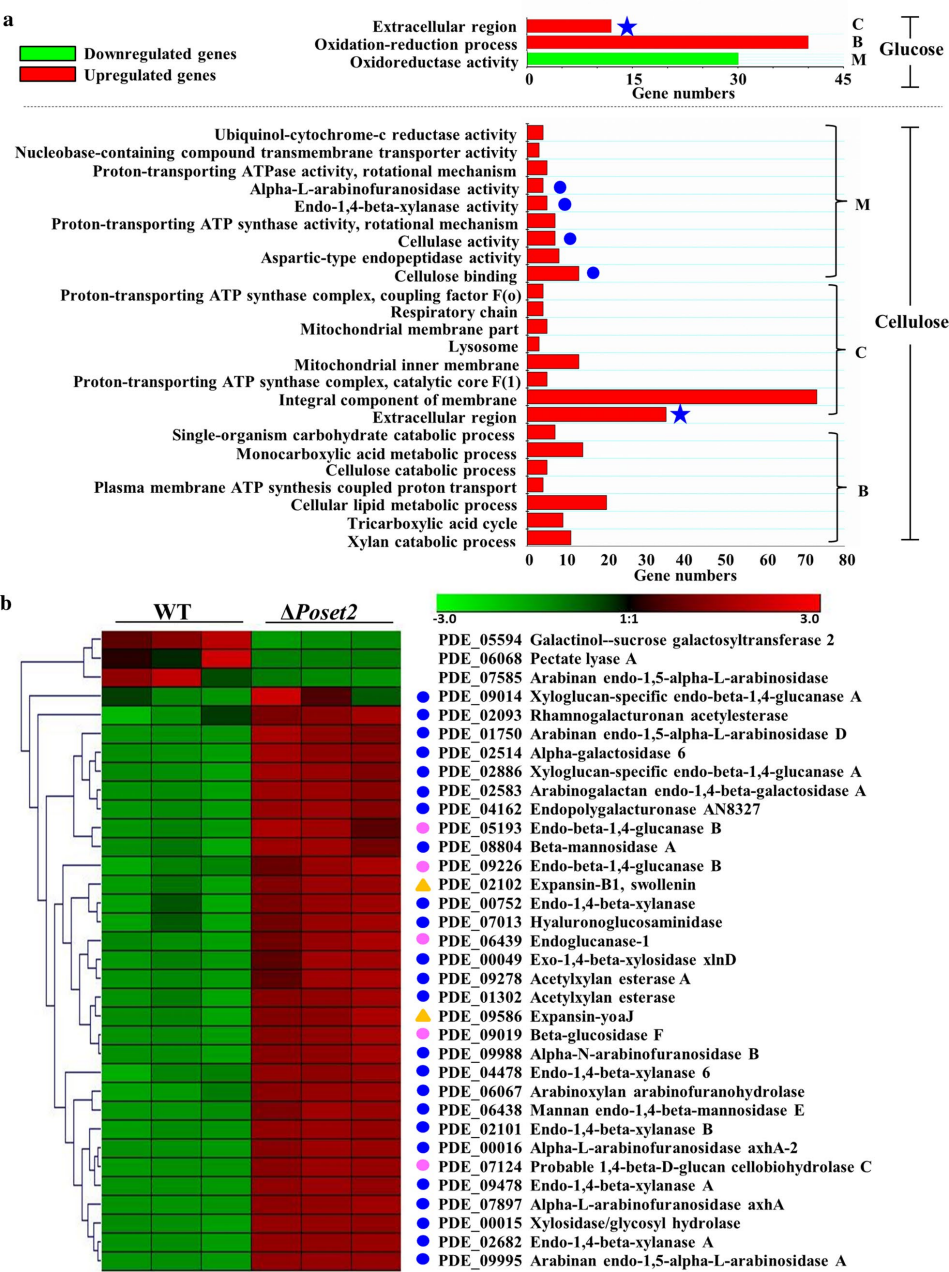
Function enrichment and Clustering analysis. **a** Function enrichment of the upregulated or downregulated (≥ twofold, probability ≥ 0.8) genes in Δ*Poset2* compared with that of WT after the strains were cultivated in the glucose medium (up) or in the cellulose medium (down). The function enrichment analysis was conducted in Blast2GO [68]. B, C, and M indicate the GO category. B, biological process; C, cellular component; M, molecular function. Green bars, function enrichment analysis of downregulated genes; red bars, function enrichment analysis of the upregulated genes. Blue stars indicate the same category of enrichment in both media. **b** Clustering analysis of genes encoding the secreted proteins by using Genesis. The gradient color bar code at the top indicates a value at log2 fold change of expression in the treatment case to the expression in the control case. Blue dots, genes encoding hemicellulase; pink dots, genes encoding cellulose; yellow triangle, genes encoding others

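In the cellulose medium, 1455 of 9824 genes with any fragment passed the paper's thresholds. By edgeR's quasi-likelihood test, 3564 of 8785 tested genes had an adjusted p-value under 0.05, and 2454 of these changed by at least 2-fold. Both methods called 1322 genes, each with the same direction. The 1132 genes called by edgeR alone had a median FPKM of 12.2, against 67.7 for the shared genes. All WT samples in this medium had under 6000000 counts and all Δ*Poset2* samples more, so a difference between libraries of the low and the high totals and the strain difference cannot be told apart within the medium. A term for totals under 6000000 in one fit of all 12 samples, an alternative chosen after seeing the data that takes its estimate from WT glucose replicate 1, moved the number most, to 645 genes. With every sample's counts thinned at random to the lowest total, also chosen after seeing the data, it was 2402.

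**Figure D3:**
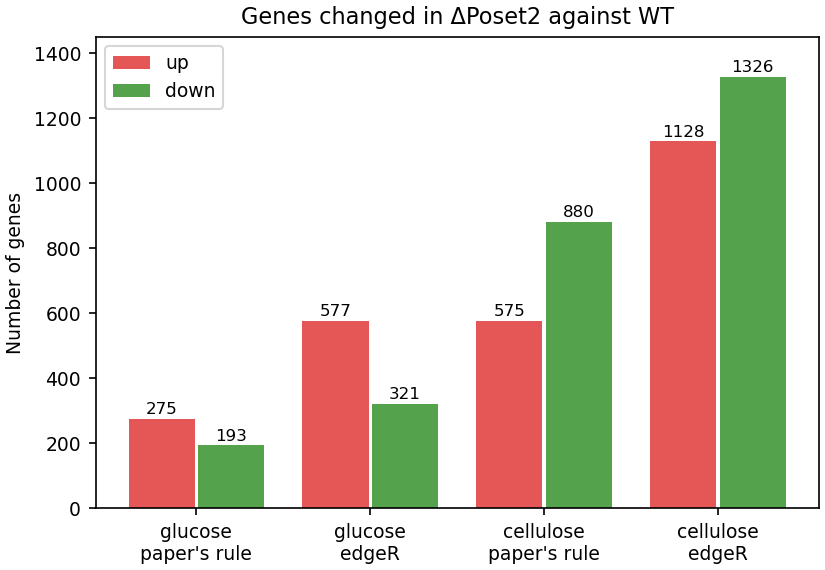
Number of genes (vertical axis, from 0) called changed in Δ*Poset2* against WT in each medium, by the paper's thresholds on FPKM and by edgeR on counts, with upregulated genes in red and downregulated genes in green. In the glucose medium upregulated genes were the larger group (275 against 193, and 577 against 321). In the cellulose medium downregulated genes were (880 against 575, and 1326 against 1128). With the FPKM scaled by median ratios, which is not drawn, the glucose medium gave 181 upregulated and 255 downregulated genes.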

When the strains were cultivated in the cellulose medium, which is an inducing medium for cellulolytic enzyme formation, significant expression differences (fold change ≥ 2, probability ≥ 0.8) in 1457 genes were observed in Δ*Poset2* compared with that of WT (Additional file 4: Spreadsheet S2). 

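Of the 1455 genes past the paper's thresholds in the cellulose medium, 880 (60.5%) were lower in Δ*Poset2*, and of the 2454 genes called by edgeR 1326 were. The genes that fell most, apart from the deleted gene, were PDE_03279, PDE_01073, PDE_03033 and PDE_00144. The FPKM of PDE_03279 was 1526.87 ± 814.98 (SD, n = 3) in WT and 10.45 ± 4.96 (SD, n = 3) in Δ*Poset2*, a log2 fold change of −7.13 (standard error 0.61, adjusted p = 0.00038, edgeR). For PDE_01073, PDE_03033 and PDE_00144, the log2 fold change was −6.84, −6.57 and −6.38. Raising the probability threshold to 0.9 left 298 downregulated genes, the largest shift by the paper's thresholds. As received, the paper's spreadsheet held 1441 rows, against the 1457 genes of its text. In it, 549 genes carry a GO term, and 59 terms were carried by at least 5 genes. None of these was more frequent among the 877 downregulated than among the 564 upregulated genes listed there after adjustment (Fisher's exact test). The comparison is between the directions of change, whereas the paper reports no enrichment from its own GO analysis.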

Among the regulated genes, 982 genes (67.4%) were downregulated in Δ*Poset2*, but no enrichment was obtained via GO analysis. A total of 475 genes (32.6%) were upregulated in Δ*Poset2* (Fig. 2a, down, red bars), which were mainly involved in ubiquinol–cytochrome-*c* reductase activity, nucleobase-containing compound transmembrane transporter activity, proton-transporting ATPase activity, α-l-arabinofuranosidase activity, endo-1,4-β-xylanase activity, proton-transporting ATP synthase activity, cellulase activity, aspartic-type endopeptidase activity, cellulose binding (GO category: molecular function), in proton-transporting ATP synthase complex coupling factor F(o), respiratory chain, mitochondrial membrane part, lysosome, mitochondrial inner membrane, proton-transporting ATP synthase complex catalytic core F(1), integral component of membrane, extracellular region (GO category: cellular component), and in single-organism carbohydrate catabolic process, monocarboxylic acid metabolic process, cellulose catabolic process, plasma membrane ATP synthesis coupled proton transport, cellular lipid metabolic process, tricarboxylic acid cycle, xylan catabolic process (GO category: biological process) (Fig. 2a, up, red bars). 

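The paper's thresholds gave 575 upregulated genes (39.5% of 1455) in the cellulose medium, and edgeR's test 1128 of 2454. Among the GO terms given in the paper's spreadsheet, 8 of 59 differed in frequency between upregulated and downregulated genes at an adjusted p-value under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment), and all 8 were more frequent among the upregulated genes. Intrinsic component of membrane was carried by 38 of 564 upregulated and 4 of 877 downregulated genes (adjusted p = 1.6e-10), and hydrolysis of O-glycosyl compounds by 15 and 0 (adjusted p = 2e-05). Polysaccharide catabolic process was carried by 10 and 0 (adjusted p = 0.0016), aerobic respiration by 9 and 0 (adjusted p = 0.0028), establishment of localization by 11 and 1 (adjusted p = 0.0028), and cation-transporting ATPase activity by 7 and 0 (adjusted p = 0.014). Nucleotide binding (11 and 3, adjusted p = 0.034) and membrane (13 and 5, adjusted p = 0.044) were closer to the threshold. Restricting the spreadsheet to genes that edgeR also called raised the number of such terms to 12. The genes with the largest log2 fold changes were PDE_02134 (6.66, standard error 0.69, adjusted p = 0.00069, edgeR), PDE_00453 (6.32), PDE_02130 (5.81), PDE_02137 (5.31) and PDE_07897 (5.07). From its own enrichment analysis, the paper concludes that the upregulated genes were mainly involved in respiration, proton transport and the degradation of plant polysaccharides.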

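Table S1 names 44 distinct genes, some under more than 1 GO term. The paper listed them as upregulated in the cellulose medium from these same samples, so their direction there was set by that choice. In the cellulose medium the mean FPKM of all 44 was higher in Δ*Poset2* than in WT, and for 41 every Δ*Poset2* sample lay above every WT sample (exact permutation test, p = 0.1 for each, the smallest p that 3 samples against 3 allow). All 44 passed the paper's thresholds and 39 passed edgeR's test, with log2 fold changes from 1.06 to 5.07 and a median of 1.77. Of the 8 genes for aspartic-type endopeptidase activity, 4 passed edgeR's test. In this group the WT replicates of PDE_07933 spread widely, with an FPKM of 1604.39 ± 1721.33 (SD, n = 3) against 10334.21 ± 1053.12 (SD, n = 3) in Δ*Poset2* (log2 fold change 2.73, standard error 1.08, adjusted p = 0.078, edgeR). All 7 genes for proton-transporting ATP synthase activity, all 4 for ubiquinol–cytochrome-*c* reductase activity and all 3 for nucleobase-containing compound transport passed. In the glucose medium, 6 of the 42 genes that could be tested were upregulated by edgeR's test. The number in the cellulose medium dropped to 10 with a term for totals under 6000000, chosen after seeing the data, and rose to 44 with the replicate number as a block.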

The predicted functions of the upregulated genes under the molecular function GO category are listed in Additional file 5: Table S1. 

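The genes of these 4 GO groups in Table S1 were compared one by one in the cellulose medium. The paper listed them as upregulated there from the same samples, so their direction was set by that choice. All 5 genes for endo-1,4-β-xylanase activity, all 4 for α-l-arabinofuranosidase activity, 6 of 7 for cellulase activity and all 13 for cellulose binding were upregulated by edgeR's test without pairing of the replicates. The endo-1,4-β-xylanase gene PDE_02682 rose from an FPKM of 35.26 ± 19.23 (SD, n = 3) in WT to 388.35 ± 11.42 (SD, n = 3) in Δ*Poset2* (log2 fold change 3.49, standard error 0.44, adjusted p = 0.0012, edgeR). The α-l-arabinofuranosidase gene PDE_07897 rose from 10.00 ± 3.07 (SD, n = 3) to 327.89 ± 18.64 (SD, n = 3), a log2 fold change of 5.07 (standard error 0.30, adjusted p = 0.00016, edgeR). The cellobiohydrolase gene PDE_07124 was the most strongly expressed cellulase gene of the table, at 2299.09 ± 110.28 (SD, n = 3) in WT and 5990.96 ± 254.97 (SD, n = 3) in Δ*Poset2* (log2 fold change 1.42, standard error 0.30, adjusted p = 0.0079, edgeR). PDE_09014, annotated as a xyloglucan-specific endoglucanase, did not pass in this unpaired fit (log2 fold change 1.09, standard error 0.41, adjusted p = 0.066, edgeR) but passed with the replicate number as a block (1.06, adjusted p = 0.0053, edgeR). Its strains overlapped, with 85.25 ± 42.83 (SD, n = 3) in Δ*Poset2* against 40.50 ± 15.25 (SD, n = 3) in WT. Of the genes given here PDE_07124 depended most on the processing, since its log2 fold change was 0.08 (adjusted p = 0.93, edgeR) with a term for totals under 6000000, which was chosen after seeing the data. That of PDE_07897 was 4.25 in the same fit. From the enrichment of these groups among upregulated genes, the paper reasons that deletion of *Poset2* affected the transcription of cellulolytic enzyme genes.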

Specifically, we noticed the enrichment in the activities of endo-1,4-β-xylanase, α-l-arabinofuranosidase, cellulase, and cellulose binding under the molecular function of the GO category (Fig. 2a, down, red bars with blue dot), suggesting that the transcription of genes that encode cellulolytic enzymes was affected by *Poset2* deletion.

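The 34 genes of Fig. 2b, which encode secreted proteins, were followed in both media. They were chosen by the paper for a change in the cellulose medium in these same samples, which favours a difference there. Their counts made up 0.10% ± 0.01 (SD, n = 3) of all counts in WT and 0.19% ± 0.01 (SD, n = 3) in Δ*Poset2* in the glucose medium. On cellulose the share was 0.89% ± 0.09 (SD, n = 3) in WT and 2.68% ± 0.11 (SD, n = 3) in Δ*Poset2*. Within each medium all Δ*Poset2* samples exceeded all WT samples (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The difference of 1.78 percentage points in the cellulose medium was 0.75 when each sample's own 10 highest genes were left out. The genes left out can differ between the strains and can include genes of Fig. 2b, such as the strongly expressed PDE_07124. This alternative therefore cannot tell how far the difference rests on a few strongly expressed genes. In the glucose medium 8 of the 31 genes that could be tested were upregulated by edgeR's test and none downregulated, and 32 of 34 had a higher mean FPKM in Δ*Poset2*. Over the 8347 genes tested in both media, the log2 fold changes had a Spearman's rho of 0.33 across genes, which are not independent replicates. Without WT glucose replicate 1, a choice made after seeing the data, the rho was 0.1, so most of this similarity rests on that sample. Of 344 genes called in both media, 190 were upregulated and 112 downregulated in both, and 42 changed in opposite directions. Extracellular region, counted only where it is named itself, was not among the GO terms carried by at least 5 genes in either spreadsheet of the paper. The paper finds this category enriched in both media in Blast2GO and from there turns to the expression of extracellular proteins.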

We noticed that the extracellular region was enriched in both glucose and cellulose media (Fig. 2a, red bars with blue star), though the glucose culture was not a good condition for extracellular protein synthesis. Thus, we assayed the extracellular protein expression pattern. Among the 110 secreted proteins determined through *P. oxalicum* secretome analysis [32], 34 secreted protein-encoding genes were differentially expressed (fold change ≥ 2, probability ≥ 0.8) in Δ*Poset2* compared with that in WT when the strains were cultivated in the cellulose medium. 

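The secretome list of 110 proteins was not in the files analysed here, so the 34 genes shown in Fig. 2b were taken as given. All 34 passed the paper's thresholds in the cellulose medium, 31 as upregulated and 3 as downregulated. The paper chose the genes by these thresholds in the same samples, so this restates its choice. By edgeR's test 30 were upregulated and 3 downregulated, and PDE_09014 did not pass (log2 fold change 1.09, standard error 0.41, adjusted p = 0.066, edgeR). This fit does not pair the replicates, and with the replicate number as a block 31 genes were upregulated, PDE_09014 among them (adjusted p = 0.0053, edgeR). The fits that each left out 1 replicate, a choice made for the paper's thresholds after seeing the data, gave 25 to 30 upregulated genes.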

We then performed clustering analysis of the differentially expressed genes using the Genesis software. The heatmap showed that 31 (91.2%) of the 34 genes had an upregulated expression (Fig. 2b) and were related to lignocellulose degradation, including 5 genes encoding cellulase (Fig. 2b, pink dots), 24 genes encoding hemicellulase (Fig. 2b, blue dots), and 2 genes encoding expansin (Fig. 2b, yellow triangle).

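In the cellulose medium, 31 of the 34 genes of Fig. 2b (91.2%) had a higher mean FPKM in Δ*Poset2*, and for 30 of them every Δ*Poset2* sample lay above every WT sample (exact permutation test, p = 0.1 for each, the smallest p that 3 samples against 3 allow). The median log2 fold change of the 34 genes was 1.91, with a range from −4.26 to 5.07. Because the paper chose these genes for a change in these samples, the values do not test that change independently. By edgeR's test without pairing of the replicates, all 5 genes with the marker of cellulase, 23 of the 24 with that of hemicellulase and both expansin genes were upregulated. Among the cellulase genes, PDE_07124 changed by a log2 fold change of 1.42 (standard error 0.30, adjusted p = 0.0079, edgeR) and PDE_09226, an endoglucanase gene with an FPKM of 1213.40 ± 209.73 (SD, n = 3) in WT, by 1.06 (standard error 0.28, adjusted p = 0.019, edgeR). Larger changes were seen in hemicellulase genes, up to 5.07 (standard error 0.30, adjusted p = 0.00016, edgeR) in PDE_07897. The swollenin gene PDE_02102 rose from 424.50 ± 152.83 (SD, n = 3) to 1268.81 ± 86.04 (SD, n = 3), a log2 fold change of 1.62 (standard error 0.32, adjusted p = 0.0059, edgeR). The 3 downregulated genes were PDE_06068 (pectate lyase, −4.26, adjusted p = 0.0016), PDE_07585 (arabinan endo-arabinosidase, −2.95, adjusted p = 0.0064) and PDE_05594 (galactinol–sucrose galactosyltransferase, −1.31, adjusted p = 0.0029), all from edgeR's test. A term for totals under 6000000, chosen after seeing the data, left 11 of the 34 genes past the test as upregulated. In that fit 31 had a log2 fold change above 0, down to 0.01 in PDE_09226. The paper counts the upregulated genes as related to lignocellulose degradation and turns from them to the enzyme activities.

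**Figure D4:**
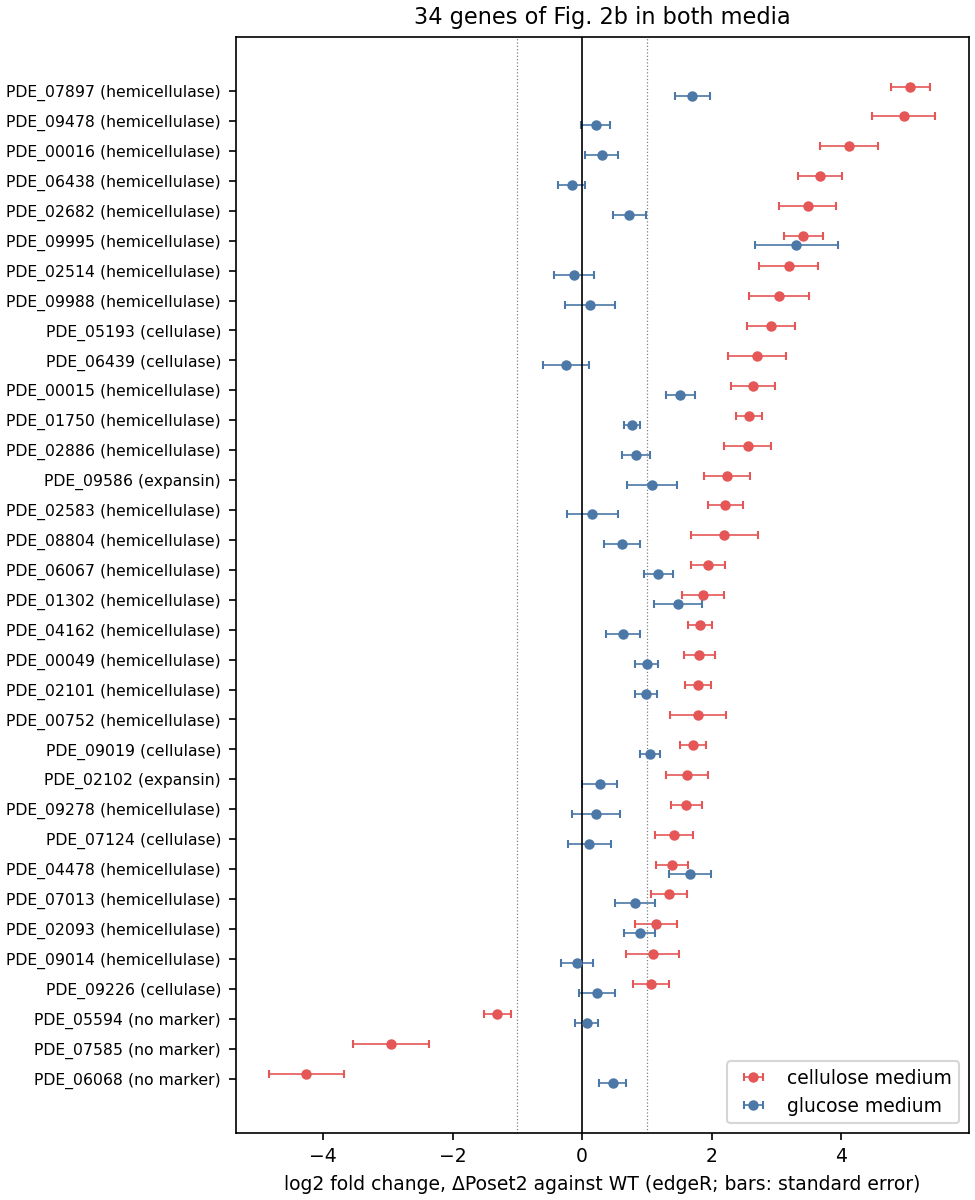
log2 fold change of Δ*Poset2* against WT (horizontal axis, edgeR, bars show the standard error) for the 34 genes of Fig. 2b in the cellulose medium (red) and the glucose medium (blue), ordered by the change in the cellulose medium. Dotted lines mark a 2-fold change, and genes without a blue point were not tested in the glucose medium. Values in the cellulose medium run from −4.26 to 5.07 with a median of 1.91, and in the glucose medium their median is 0.63.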

### Increased production of cellulolytic enzymes was accompanied by the improvement of global H3K4me3 but was not mediated by transcription factors

The enzyme activities toward xylan, arabinofuranoside, 4-nitrophenyl β-d-cellobioside (pNPC), and carboxymethylcellulose (CMC) (Fig. 3a) were further analyzed. Enzyme activities were normalized to the ratio of corresponding biomass (IU/mg). The results showed that the activities of these enzymes in Δ*Poset2* increased compared with that in the WT. Specifically, xylanase, arabinofuranosidase, pNPCase (indicating cellobiohydrolase activity), and CMCase (indicating endoglucanase activity) activities of Δ*Poset2* increased by 136.2%, 117.5%, 75.6%, and 66.9% compared with those of WT on day 5, respectively. Re*Poset2* showed almost identical enzyme activities compared with WT. The enzyme activities in *Poset2*-overexpressing strains (OE*Poset2*-1 and OE*Poset2*-2) decreased compared with that in the WT, and the xylanase, arabinofuranosidase, pNPCase, and CMCase activities of OE*Poset2*-2 decreased by 49.7%, 28.5%, 35.2%, and 40.2% compared with those of WT on day 4 (Fig. 3a). The results indicated the increased cellulase and hemicellulase synthesis in Δ*Poset2*.

**Fig. 3:**
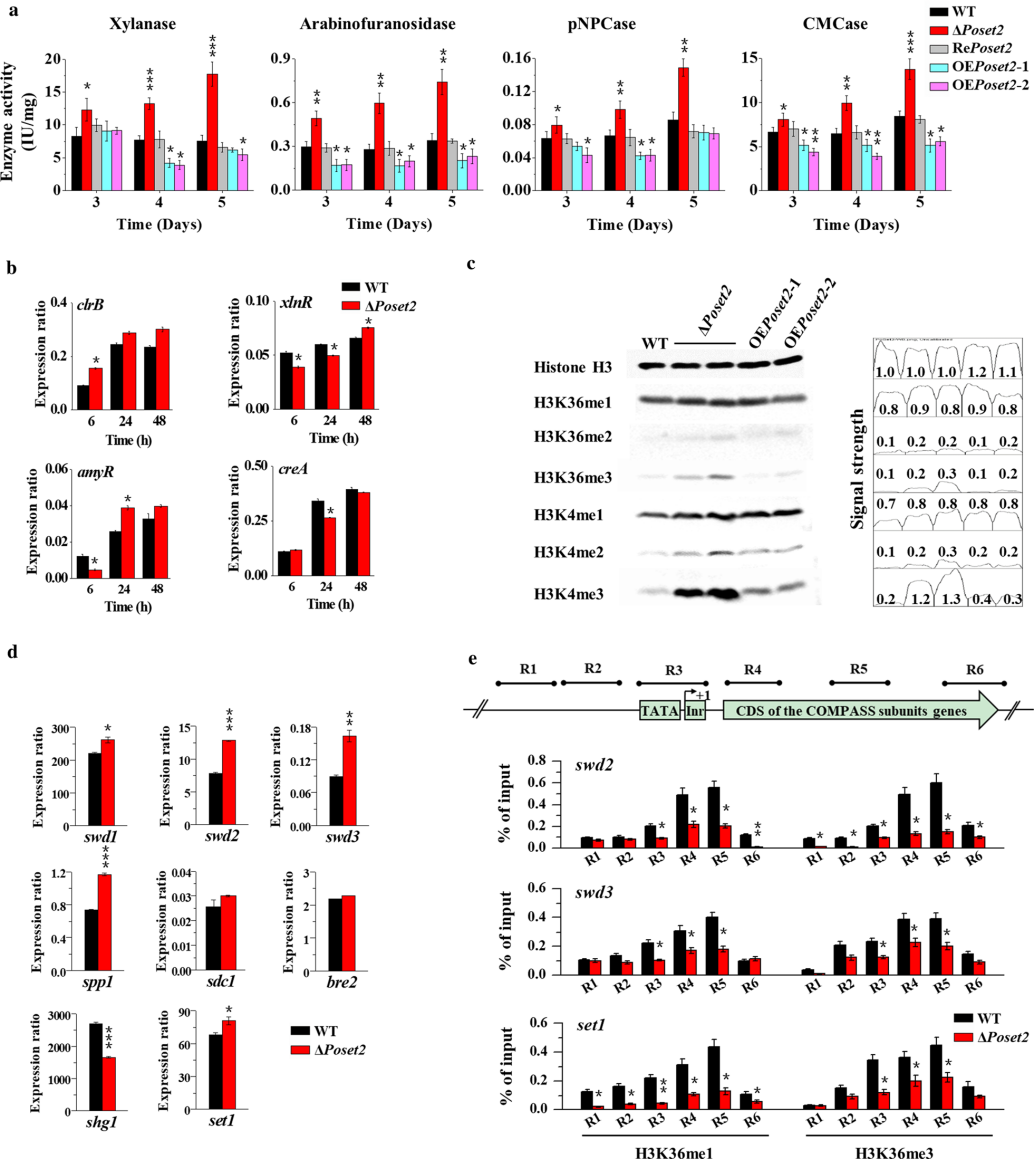
Analysis of enzymatic activity, gene transcription level, and histone methylation patterns in WT and *Po*Set2 mutants. **a** Activity assay of xylanase, arabinofuranosidase, pNPCase, and CMCase. Enzyme activities were normalized to the ratio of corresponding biomass (IU/mg). **b** Expression level assay of genes encoding four transcriptional factors (*clr*-*2*/*clrB*, *xyr1*/*xlnR*, *amyR*, and *cre1*/*creA*) via qRT-PCR analysis. Actin gene was used for data normalization. **c** Analysis of H3K4 and H3K36 methylation patterns through Western blot. Histone H3 was used as the loading control. The peak area and the data were obtained by the software Image J, representing the relative signal strength of the corresponding Western blot bands. **d** Transcript abundance of genes encoding eight subunits (i.e., Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, Shg1, and Set1) of COMPASS. **e** Analysis of the methylation modification level of H3K36 on the specific regions of three COMPASS subunits encoding genes (*swd2*, *swd3*, and *set1*). The levels of H3K36me1 and H3K36me3 of the target genes were assayed by ChIP-qPCR. Equal amounts of extracted chromatin (1 mg/IP) of each sample were used for IP reactions, and 0.1 mg chromatin DNA was used as input (without IP) for each sample. The purified IP products and input DNA were subjected to quantitative PCR (qPCR). The transcription start site (TSS) was designated as + 1. Six specific regions (R1 to R6) of each gene were designed for qPCR assay (as was shown at the top of the subgraph). Region 1 (R1) and region 2 (R2) were located upstream of the TSS. Region 3 (R3) covered the TATA-box and the initiator (Inr). Region 4 (R4) was located in the 5′ region of the CDS. Region 5 (R5) was located at the middle of the CDS, and region 6 (R6) was located in the 3′ region of the CDS. The relative enrichment of IP DNA was calculated by % of input. The values showed the means of the three biological replicates, and the error bar indicated standard deviation. Statistical significance tests were done by one tailed, unequal variance t-test. *P < 0.05, **P < 0.01, ***P < 0.001

In fungi, several conserved positive or negative transcriptional factors play key roles in the regulation of cellulolytic enzyme genes, such as positive regulators encoded by *xyr1*/*xlnR* and *clr*-*2*/*clrB* and negative regulators encoded by *cre1*/*creA* and *amyR* [4–6]. We investigated the expression levels of the above key transcription factors (e.g., ClrB, XlnR, CreA, and AmyR) based on quantitative real-time reverse transcription PCR (qRT-PCR) (Fig. 3b). According to our precious investigation about TFs ClrB, CreA, XlnR, and AmyR, the transcriptional-regulatory network of cellulase expression is predicted as a “seesaw model”, in which the coordinated regulation of cellulolytic genes is established by counteracting activators and repressors [6]. Among the selected TFs, two positive regulators encoded by *clrB* and *xlnR* showed different variations (*clrB* slightly upregulated, whereas *xlnR* slightly downregulated). Two negative regulators encoded by *amyR* and *creA* also showed different variations (*amyR* slightly upregulated, whereas *creA* slightly downregulated). Thus, their roles will be interfered with each other. In addition, although the transcription of TFs in Δ*Poset2* and wild-type strains (WT) showed some statistically differences (*P* < 0.05), they were not remarkable enough (*P* > 0.01). Specifically, the transcription of *clrB* did not show any difference (*P* > 0.05) in Δ*Poset2* compared with that in WT at 24 h or 48 h, although ClrB was identified as focal point for the synergistic activation regulation of cellulase expression by integrating cellulolytic regulators [6]. Therefore, the extensive transcriptional activation of cellulolytic enzyme genes caused by the *Poset2* deletion was not mediated by these transcription factors.

Considering that *Po*Set2 was predicted as a typical histone modifier, we determined whether the activation of cellulolytic enzyme expression in Δ*Poset2* was due to the change in histone modification. Therefore, we evaluated monomethylation (H3K36me1), dimethylation (H3K36me2), and trimethylation (H3K36me3) of H3K36 in WT, Δ*Poset2*, and two overexpressing strains (OE*Poset2*-1 and OE*Poset2*-2). We also evaluated monomethylation (H3K4me1), dimethylation (H3K4me2), and trimethylation (H3K4me3) of H3K4 in the WT and the mutants (Fig. 3c). Unexpectedly, Δ*Poset2* displayed almost identical H3K36 methylation patterns compared with that of WT, suggesting that *Po*Set2 was not the sole protein responsible for H3K36 in *P. oxalicum*. Interestingly, H3K4me3 marks in Δ*Poset2* were more abundant (about sixfold) than that of WT as indicated by the obtained signal intensities (Fig. 3c), suggesting that *Poset2* deletion indirectly affected the H3K4 trimethylation level.

In *S. cerevisiae*, H3K4 methylation is usually catalyzed by Set1, which belongs to COMPASS (complex associated with Set1) containing at least eight subunits (i.e., Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, Sgh1, and Set1) with a remarkable conservation [33]. Most subunits are necessary to efficiently catalyze the methylation of H3K4 [14]. We observed the upregulated expression of most COMPASS subunits (Fig. 3d) in Δ*Poset2*, especially Swd2 and Swd3, upregulated by ~ 64.1% and ~ 83.1%, respectively. Then, three of the eight COMPASS subunits encoding genes (*swd2*, *swd3*, and *set1*), which have significant transcriptional differences in WT and Δ*Poset2*, were selected to conduct detailed methylation analysis (Fig. 3e). For each gene, six typical regions (regions 1 to region 6) distributed upstream and coding domains of the gene were focused. Region 1 (R1) and region 2 (R2) were orderly located at ~ 500 bp upstream (−) of the transcription start site (TSS). Region 3 (R3) covered the initiator and the TATA-box. Region 4 (R4), region 5 (R5), and region 6 (R6) were orderly located in the downstream (+) of TSS, that is, in the 5′ region of the coding domain sequences (CDS), in the middle of the CDS, and in the 3′ region of the CDS (Fig. 3e), respectively. In Δ*Poset2*, decreased levels of H3K36me1 and H3K36me3 were observed in almost all of the detected regions, especially in R3 to R5. The H3K36me3 levels of R5 in *swd2*, *swd3*, and *set1* decreased by 75.1%, 42.9%, and 49.9%, respectively, in Δ*Poset2* compared with that in WT (Fig. 3e). The results were consistent with the absence of H3K36 histone methyltransferase activity due to *Po*Set2 deletion. It suggested that the transcription upregulation of the COMPASS genes in Δ*Poset2* was indeed correlated with the changes in their H3K36 methylation patterns. All in all, *Po*Set2 might negatively regulate the cellulolytic enzyme production by antagonizing the *Po*Set1–H3K4me3 pathway.

### Upregulated expression of cellulolytic enzyme genes was accompanied by the decrease in H3K36 methylation and the increase in H3K4me3 on individual gene loci

The results of Western blot analysis showed the global levels of histone methylation that could not represent the chromatin modification at specific gene loci. Thus, the local analysis of H3K36 and H3K4 methylation at specific cellulolytic gene loci was necessary. We detected the transcripts of major hemicellulase-encoding genes (i.e., *xyn10A*, *xyn11A*, and *abf62A*) and the cellulase encoding genes (i.e., *cel7A*/*cbh1*, *cel6A*/*cbh2*, *cel7B*/*eg1*, and *cel5B*/*eg2*) via qRT-PCR analyses. The high transcript abundance of these genes was observed in Δ*Poset2* compared with that in WT (Fig. 4a). Then, four genes with significantly upregulated transcription levels, namely, hemicellulase genes *abf62A* (~ 200 times) and *xyn11A* (~ 8.3 times), and cellulase genes *cel6A*/*cbh2* (~ 6.1 times) and *cel5B*/*eg2* (~ 5.5 times), were selected as the targets for histone methylation level analysis at the individual gene loci. For each gene, six typical regions (Region 1–Region 6) as were designed in the ChIP-qPCR for COMPASS genes, were also designed and focused in the ChIP-qPCR for cellulolytic enzyme encoding genes.

**Fig. 4:**
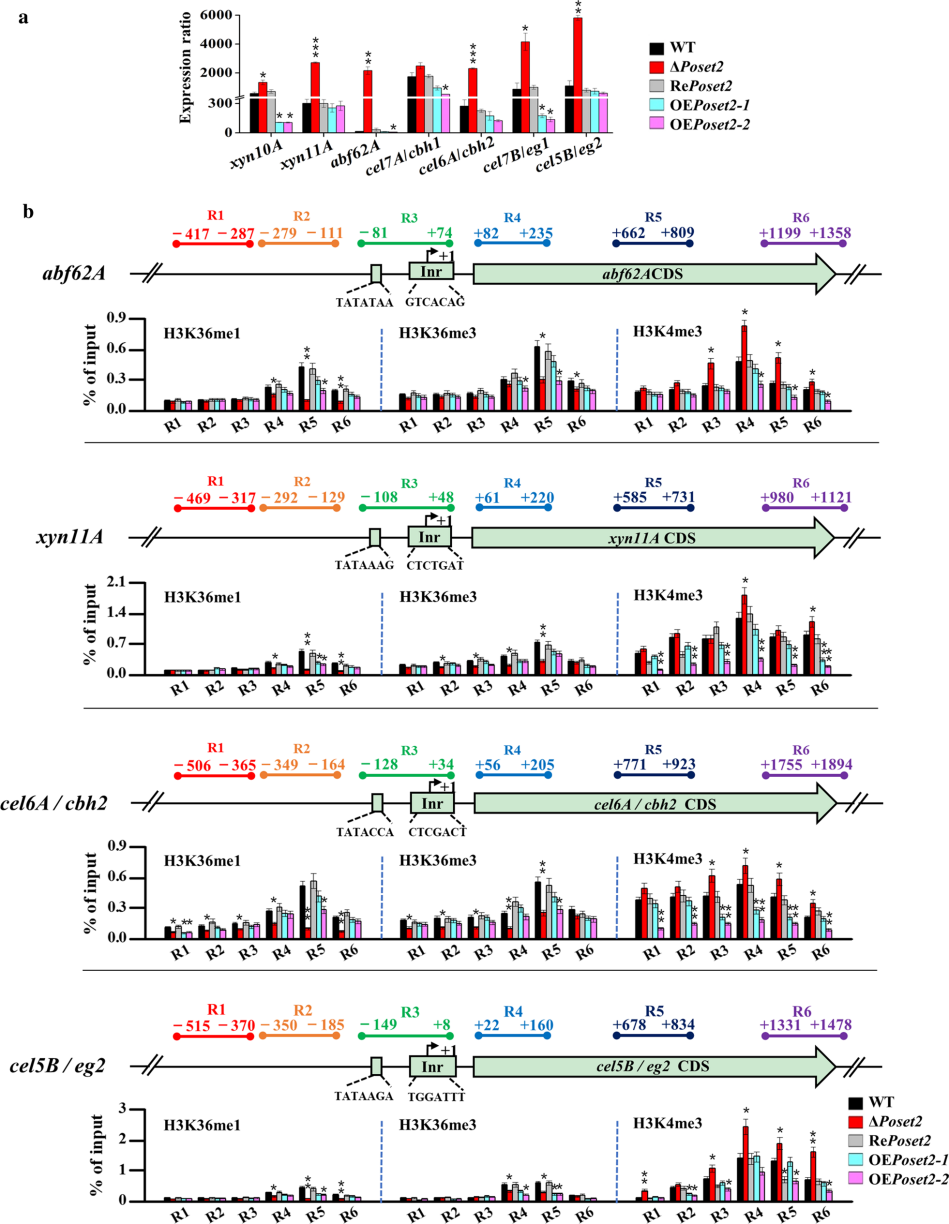
Methylation modification level of H3K4 and H3K36 toward the genes encoding prominent cellulolytic enzymes in WT and *Po*Set2 mutants. **a** The transcript abundance of seven genes encoding prominent cellulolytic enzymes assayed through qRT-PCR. **b** Analysis of the methylation modification level of H3K4 and H3K36 on the specific regions of target genes through ChIP-qPCR. Four genes were selected: two hemicellulase genes, namely, *abf62A* and *xyn11A*, and two cellulase genes, namely, c*el6A/cbh2* and *cel5B/eg2*. The levels of H3K36me1, H3K36me3, and H3K4me3 of the target genes were assayed. The transcription start site (TSS) was designated as + 1. Six specific regions (R1 to R6) of each gene were designed for qPCR assay (top of each subgraph). Region 1 (R1) and region 2 (R2) were located upstream of the TSS. Region 3 (R3) covered the TATA-box and the initiator (Inr). Region 4 (R4) was located in the 5′ region of the CDS. Region 5 (R5) was located at the middle of the CDS, and region 6 (R6) was located in the 3′ region of the CDS. The values showed the means of the three biological replicates, and the error bar indicated standard deviation. Statistical significance tests were performed by one tailed, unequal variance *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001

In WT, the low levels of H3K36 methylation were detected in region 1, region 2, and region 3, whereas the highest methylation level was detected in region 5. The result was expected because H3K36 methylation is associated with coding regions and transcription elongation [34]. In Δ*Poset2*, the decreased levels of H3K36me1 and H3K36me3 were observed in all of the detected regions, especially in region 5. The H3K36me1 levels of region 5 in *abf62A*, *xyn11A*, *cbh2*, and *eg2* decreased by 76.4%, 77.1%, 80.2%, and 80.1%, respectively, in Δ*Poset2* compared with that in WT (Fig. 4b). In contrast to the significant decrease in H3K36 methylation, the levels of H3K4me3 were improved in all of the selected gene regions in Δ*Poset2*, especially in region 4. The H3K4me3 levels in the region 4 of *abf62A*, *xyn11A*, *cbh2*, and *eg2* improved by 72.5%, 40.3%, 33.6%, and 70.8%, respectively, in Δ*Poset2* compared with that in WT (Fig. 4b). In addition, significant decreases of H3K4me3 on specific cellulolytic gene loci were observed in OE*Poset2* (Fig. 4b). Considering that H3K4me3 was an active marker for the expression of cellulolytic enzyme encoding genes, the decreased H3K4me3 on specific cellulolytic gene loci could result in decreased cellulolytic enzyme expression in OE*Poset2*. These findings suggested that the trimethylation of H3K4 was mainly enriched during the transcription initiation in the 5′ region of the CDS (region 4), and *Po*Set2 negatively affected the trimethylation of H3K4 in the selected targets.

### H3K4 methylation performed by *Po*Set1 was essential for cellulolytic enzyme production

The increased H3K4me3 and the upregulated expression of most COMPASS subunits were observed in Δ*Poset2* (Fig. 3c, d). To understand whether this phenomenon was associated with the upregulation of cellulolytic enzymes, we investigated *Po*Set1, which is responsible for H3K4 methylation in COMPASS. *Po*Set1 contains typical domains that are presented in other fungal Set1 homologs (Fig. 5a) and located in the nucleus (Fig. 5b). In comparison with WT, the lack of *Po*Set1 (Δ*Poset1*) resulted in a smaller colony diameter, few spores (Fig. 5c), and declined transcription of sporogenesis-related *brlA* (Fig. 5d). The *Poset1*-overexpressing strain (OE*Poset1*) had a phenotype identical to that of WT (Fig. 5c, d).

**Fig. 5:**
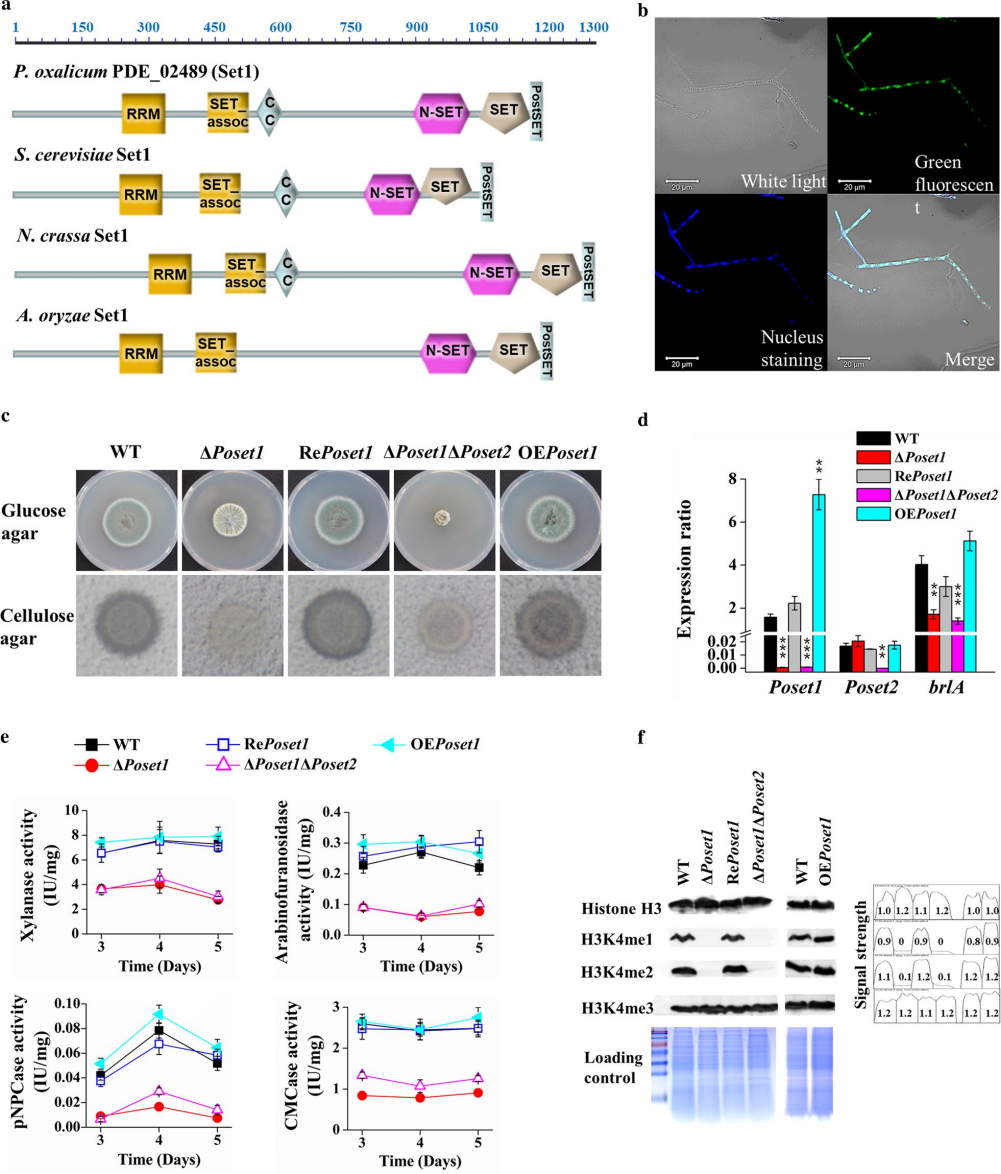
Phenotypic analysis of *Po*Set1 mutants. **a** Domain architecture analysis of *Po*Set1 orthologs. **b** Subcellular localization of *Po*Set1 in *P. oxalicum*. Upper left, white light; upper right, green fluorescence (green dots); bottom left, nuclear staining (blue dots); bottom right, merged (white dots). **c** Morphological characteristics of the colony of 4-day-old cultures on Vogel’s agar with 2% glucose or 0.5% ball-milled microcrystalline cellulose. **d** Assay of the transcription level of *brlA* through RT-qPCR. **e** Activity assay of xylanase, arabinofuranosidase, pNPCase, and CMCase in WT and *Po*Set1 mutants. Enzyme activities were normalized to the ratio of corresponding biomass (IU/mg). Statistical significance tests were performed by one tailed, unequal variance *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. **f** Analysis of H3K4 methylation patterns through Western blot. Histone H3 was used as the loading control. The peak area and the data were obtained by the software Image J, representing the relative signal strength of the corresponding Western blot bands

When the mutants were cultivated in cellulose agar, no cellulolytic halo was found around the Δ*Poset1* colony (Fig. 5c). The cellulolytic halo also disappeared in Δ*Poset1*Δ*Poset2* (Fig. 5c), although the single-deletion mutant Δ*Poset2* could cause a more highly pronounced halo than that of WT as shown in our previous works (Fig. 1c). The activities of xylanase, arabinofuranosidase, pNPCase, and CMCase in Δ*Poset1* decreased remarkably to 38.0%, 22.2%, 32.4%, and 14.5% of that in WT. Almost the same degree of decline was shown in the double-deletion mutant Δ*Poset1*Δ*Poset2* (Fig. 5e), although the enzyme activities in Δ*Poset2* increased compared with those in WT (Fig. 3a). We did not observe any significant change in terms of enzyme activities in *Poset1*-overexpressing strains (Fig. 5c, e). The results suggested the important role of *Po*Set1 in cellulolytic enzyme production. The upregulation of cellulolytic enzymes caused by *Po*Set2 deletion relied on the existence of *Po*Set1.

The repressed cellulolytic enzyme production observed in Δ*Poset1* and Δ*Poset1*Δ*Poset2* (Fig. 5e) was accompanied by the absence of H3K4me1 and H3K4me2 signals (Fig. 5f), suggesting that *Po*Set1 is the sole methyltransferase responsible for H3K4 monomethylation and dimethylation. The block of H3K4me2 was also observed in *Magnaporthe oryzae* Set1 deletion strain with the repressed cellulase gene *cel7C* [35]. The increased signal strength of H3K4me3 previously observed in Δ*Poset2* (Fig. 3c) was repressed when *Po*Set1 was absent in Δ*Poset2* background (Δ*Poset1*Δ*Poset2*) (Fig. 5f). This suggested that the increased H3K4me3 signal strength caused by *Poset2* deletion relied on the function of *Po*Set1. In addition, the OE*Poset1* had identical H3K4 methylation signal strength to that of WT (Fig. 5f).

### Decrease of H3K4me3 in specific gene sites accompanying the downregulated expression of cellulolytic enzyme genes

We found that the transcription of seven major cellulolytic enzyme genes showed a remarkable decrease in both Δ*Poset1* and Δ*Poset1*Δ*Poset2* (Fig. 6a). For example, the transcripts of *abf62A*, *xyn11A*, *cbh2*, and *eg2* in Δ*Poset1* decreased to only 14.1%, 5.5%, 16.4%, and 24.1% compared with that in the WT (Fig. 6a). The expression level of the TFs (*xlnR*, *clrB*, *creA*, and *amyR*) was also tested in *Poset1*-associated mutants by RT-qPCR. Expression levels of all the four TFs did not show significant statistical difference (*P* > 0.05) according to the results of statistical analysis (Fig. 6a). It suggested that the decrease in expression in target enzymes was not due to changes of the TFs. The levels of the three kinds of histone H3 methylation (i.e., H3K36me1, H3K36me3, and H3K4me3) at specific gene loci, which we examined in Δ*Poset2* (Fig. 4b), were also detected in Δ*Poset1* and Δ*Poset1*Δ*Poset2* (Fig. 6b). The decrease in H3K4me3 at the individual gene loci was observed in Δ*Poset1*, which was especially significant in region 4 corresponding to the 5′ region of the CDS. In particular, the H3K4me3 levels in region 4 of *abf62A*, *xyn11A*, *cbh2*, and *eg2* in Δ*Poset1* decreased to only 33.9%, 30.8%, 15.8%, and 26.5% of that in WT, respectively (Fig. 6b). In contrast to *Po*Set2 antagonizing trimethylation of H3K4, *Po*Set1 was assumed as an indirect agonist of H3K36 methylation because the decrease in H3K36me1 and H3K36me3 at the individual gene loci was also observed in Δ*Poset1*.

**Fig. 6:**
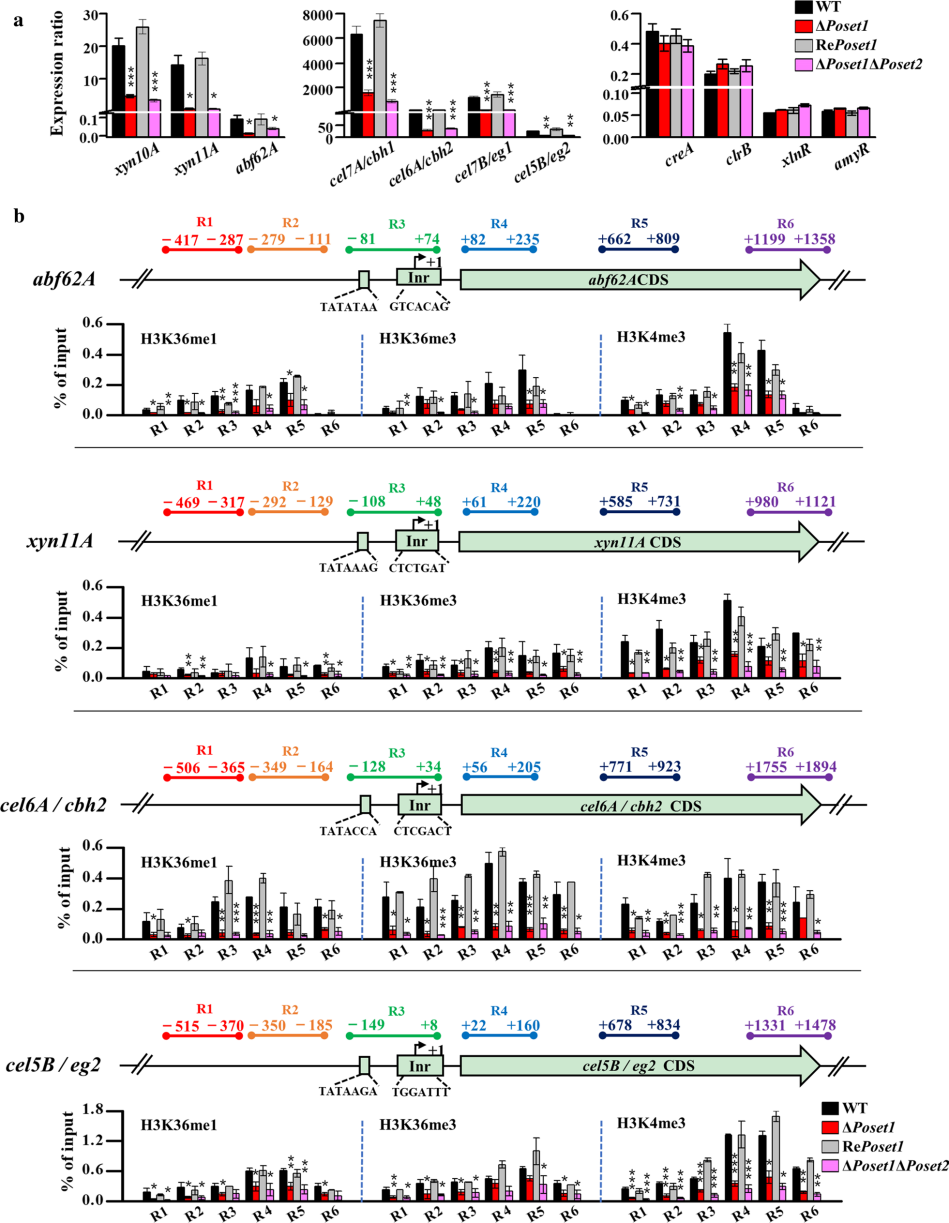
Methylation modification level of H3K4 and H3K36 toward genes encoding prominent cellulolytic enzymes in WT and *Po*Set1 mutants. **a** The transcript abundance of seven genes encoding prominent cellulolytic enzymes and four genes encoding TFs were assayed through qRT-PCR. The diagram on the left, three genes (*xyn10A*, *xyn11A*, and *abf62A*) encoding hemicellulases; the diagram in the middle, four genes (*cel7A*/*cbh1*, *cel6A*/*cbh2*, *cel7B*/*eg1*, and *cel5B*/*eg2*) encoding cellulases; the diagram on the right, four genes (*creA*, *clrB*, *xlnR*, and *amyR*) encoding TFs. **b** Analysis of the methylation modification level of H3K4 and H3K36 on the specific regions of target genes through ChIP-qPCR. Four genes were selected: two hemicellulase genes, namely, *abf62A* and *xyn11A*, and two cellulase genes, namely, c*el6A/cbh2* and *cel5B/eg2*. The levels of H3K36me1, H3K36me3, and H3K4me3 of the target genes were assayed. The design of the six regions (R1–R6) of each gene locus is the same as the figure legend described in Fig. 4b. Relative enrichment of IP DNA was calculated as the percentage of the total input DNA. The values show the mean of the three biological replicates, and the error bar indicates standard deviation. Statistical significance tests were performed by one tailed, unequal variance *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001

Both H3K36me1 and H3K36me3 decreased at the individual gene loci in Δ*Poset1*Δ*Poset2*. This result is consistent with that of Δ*Poset2*. However, the upregulation effect on H3K4me3 at the individual gene loci caused by *Poset2* deletion was eliminated when *Po*Set1 was absent on the Δ*Poset2* background. In particular, the H3K4me3 levels in the region 4 of *abf62A*, *xyn11A*, *cbh2*, and *eg2* in Δ*Poset1*Δ*Poset2* decreased to 29.9%, 15.1%, 17.8%, and 18.2% of that in WT, respectively (Fig. 6b), accompanying the downregulated expression of the cellulolytic enzyme genes (Fig. 6a). This finding implied that H3K4me3 enrichment was an active marker of the cellulolytic enzyme gene. The upregulation of cellulolytic enzymes in Δ*Poset2* relied on the increased H3K4me3 performed by *Po*Set1. As a whole, the results showed that the balance of H3K4 and H3K36 methylation induced by *Po*Set1 and *Po*Set2 is required for the normal transcription of cellulolytic enzyme genes.

## Discussion

Our results demonstrated that the activated cellulolytic enzyme genes were accompanied by increase of H3K4me3 and decrease of H3K36me1 and H3K36me3 on specific gene loci. Correspondingly, the repression of cellulolytic enzyme genes was accompanied by the absence of the global H3K4me1 and H3K4me2 and the decrease of H3K4me3 on specific gene loci. Furthermore, the increase in the H3K4me3 level in Δ*Poset2* was eliminated in Δ*Poset1*Δ*Poset2* accompanied by the repressed cellulolytic enzyme genes. Therefore, we proposed a model (Fig. 7) in which H3K4 methylation was an active marker of cellulolytic enzyme production, whereas H3K36 methylation was a marker of repression. A crosstalk occurred between H3K36 and H3K4 methylation, and *Po*Set2 antagonized the *Po*Set1–H3K4me3 pathway. The balance of H3K4 and H3K36 methylation was required for the normal transcription of cellulolytic enzyme genes.

**Fig. 7:**
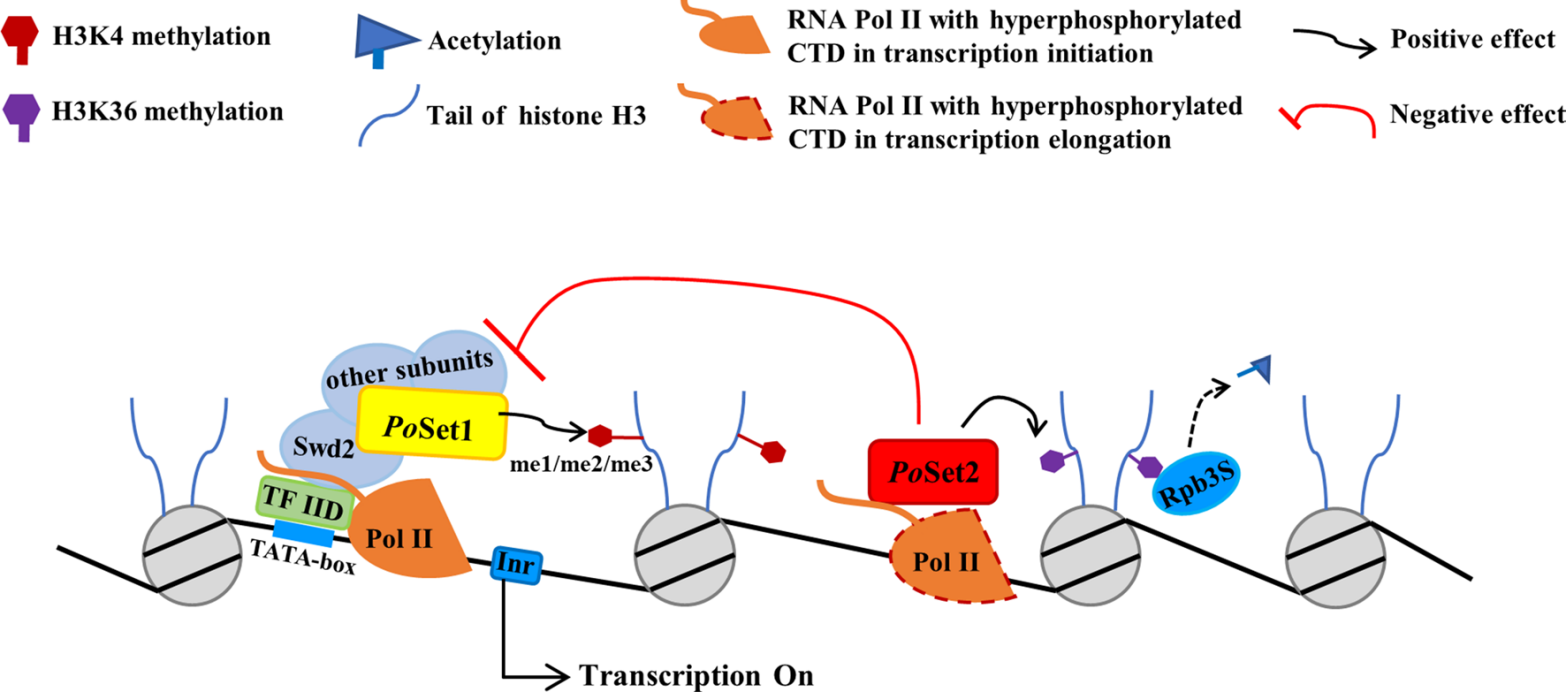
Putative regulatory pattern of *Po*Set1 and *Po*Set2 on cellulolytic enzyme gene expression. *Po*Set1 is the sole histone methyltransferase responsible for H3K4me1 and H3K4me2 in *P. oxalicum*. *Po*Set1 was preferentially located in the core promoter of target genes via the interactions with other COMPASS subunits (i.e., Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, and Sgh1), Pol II and general transcription factors, such as TFIID. The methylation of H3K4 is an active marker for the transcription initiation of cellulolytic enzyme genes. *Po*Set2 is a H3K36 methyltransferase that coordinates transcriptional elongation at the coding regions. The methylation of H3K36 is a repression marker of the transcription of cellulolytic enzyme genes. The repressive Rpd3S complex was recruited by methylated H3K36 and promoting histone tail deacetylation [38]. *Po*Set2 antagonized the *Po*Set1–H3K4me3 pathway by negatively regulating the expression of COMPASS subunits. The balance of H3K36 and H3K4 methylation is required for the normal transcription of cellulolytic enzyme genes

Our initial speculation indicated that *Po*Set2 might be a positive regulator of cellulolytic enzyme gene transcription because the methylation of H3K36 is commonly associated with transcriptional activation [36, 37]. Therefore, it was unexpected that the active cellulolytic enzyme genes of WT were accompanied by the decreased H3K36 methylation, and the decrease in H3K36 methylation on specific cellulolytic enzyme gene loci in Δ*Poset2* was accompanied by the upregulated transcription of cellulolytic enzyme genes. Studies have demonstrated that Set2 and H3K36 methylation has also been implicated in transcriptional repression; for example, Set2 inhibits transcriptional initiation by recruiting a repressive Rpd3S complex and promoting histone tail deacetylation [38, 39]. In addition, the transcriptome results (Δ*Poset2* vs. the WT) indicated the downregulated (~ 43.5%) expression of *hepA* (data not shown), whose ortholog Tup1 in budding yeast resulted in the Rpd3S binding to H3K36me2/3 through its plant homeobox domain (PHD) finger [40]. Therefore, the impaired methylation of H3K36 on specific cellulolytic enzyme gene loci and the corresponding repression effect on the Rpd3S complex might be one of the reasons for the activated cellulolytic enzyme gene in Δ*Poset2*. However, we could not assume that this result was the most important reason for the activation of cellulolytic enzyme gene because H3K36 methylation on the specific gene loci in Δ*Poset1*Δ*Poset2* also decreased, but this decrease was accompanied by the repressed expression of cellulolytic enzyme genes.

The results suggested that H3K4 methylation was required for the transcriptional activation of cellulolytic enzyme genes. Set1, responsible for H3K4 methylation, is the core subunit of COMPASS. When we identified the protein–protein interaction collaborator of *Po*Swd2, another subunit of COMPASS, using tandem affinity purification/mass spectrometry (TAP-MS) experiments, most subunits of COMPASS (i.e., Swd1, Swd2, Swd3, Bre2, Sdc1, Spp1, and Set1), subunits of Pol II (i.e., Pol II subunit A, subunit B, subunit C, and subunit E), and general transcription factor TFIID, were captured (Additional file 6: Figure S3; Additional file 7: Spreadsheet S3). As TFIID was a critical factor in promoter recognition and preinitiation complex establishment [41], and the enrichment of H3K4 methylation was observed in region 3 (core promoter) and region 4 (5′-CDS) on specific cellulolytic gene loci, *Po*Set1 likely participated in the transcription initiation of cellulolytic enzyme gene, whose process was mediated by the interactions among *Po*Set1, other COMPASS subunits, and general transcription factor.

Full genome scan of histone methylation in yeast has revealed that H3K4me2 and H3K4me3 predominantly accumulate in transcriptionally active genes [42]. Specifically, H3K4me3 is a mark found at open and potentially active promoters [43]. Our results also supported that there is an enrichment of H3K4me3 in the regions (region 3 and region 4) covering the TATA-box and the initiator of active gene (Fig. 4b), as well as a decrease of H3K4me3 in repressed gene (Fig. 6b). We also noticed a global depletion of H3K4me1 and H3K4m2 methylation in Δ*Poset1* (Fig. 5f). H3K4me2 is often detected in the coding regions [44]. Carboxymethylcellulose-induced *M. oryzae* cellulose *cel7C* gene activation was drastically diminished in a knockout mutant of the MoSET1 gene, accompanying with an undetectable level of H3K4me2 [35]. Thus, the repressed cellulolytic enzyme genes in Δ*Poset1* might be affected in the process of transcriptional initiation and elongation simultaneously. In addition, it was reported that H3K4 methylation shows specific enrichment patterns among genes. There exists apparent discrepancy of gene expression and significant changes in H3K4-me2 or -me3 abundance during infection-related morphogenesis in *M. oryzae* [24]. Therefore, a global scale of RNA-seq and ChIP-seq analysis should be done in future to examine whether changes in the H3K4me1/me2/me3 patterns were associated with gene activation or silencing in Δ*Poset1*.

Considering that H3K4me3 was enriched by *Po*Set2 deletion, whereas the enriched H3K4me3 was eliminated by further *Po*Set1 deletion in Δ*Poset2*Δ*Poset1*, we hypothesized that *Po*Set2 antagonized the *Po*Set1–H3K4me3 pathway. Indeed, we observed the upregulated expression of most COMPASS subunits in Δ*Poset2*, especially Swd2 and Swd3 (Fig. 3d). Swd2 is a major H3-binding COMPASS component representing a key factor that mediates a crosstalk between H2B ubiquitylation and H3K4 trimethylation on chromatin [45]. Swd3 is essential for the integrity of COMPASS and the stability of Set1 [46]. *Po*Set2 may antagonize the *Po*Set1–H3K4me3 pathway by negatively affecting the expression of these COMPASS subunits. In addition, when *Po*Set1 is overexpressed alone, we did not observe the significant upregulation of H3K4 methylation and cellulolytic gene expression. This finding implied that *Po*Set1 must interact with other subunits as a complex to perform methylation. The co-upregulation of these subunits in Δ*Poset2* promoted the function of COMPASS, further resulting in the increased H3K4me3.

Although H3K36 methylation obviously decreased in specific cellulolytic enzyme gene loci, the global change in H3K36 methylation was not observed in Δ*Poset2*. Indeed, the global and gene-specific histone modification patterns are inconsistent in some instances [47]. In contrast to the sole methyltransferase Set2 responsible for H3K36 methylation in budding yeast, three methylation events at H3K36 require a division of methyltransferases between monomethylases and dimethylases and the SET2-type trimethylases in higher eukaryotes [26, 48]. For example, two Set2 homologs, namely, Sdg8 and Sdg26, in *Arabidopsis thaliana* regulate distinct degrees of H3K36 methylation [49]. *Po*Set1 is the sole enzyme responsible for H3K4me1 and H3K4me2 in *P. oxalicum*, while other methyltransferases that perform H3K4 trimethylation may exist. Upon reexamining the SET domain-containing proteins, we noticed that PDE_01581 contained SET and PS domains but not AWS or WW domains. 

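The expression files list PDE_01581 with a length of 2894 bases, and it was expressed in both strains. In the cellulose medium its FPKM was 40.82 ± 2.45 (SD, n = 3) in WT and 21.17 ± 1.67 (SD, n = 3) in Δ*Poset2*, a log2 fold change of −0.91 (standard error 0.17, adjusted p = 0.0054, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every WT sample exceeded every Δ*Poset2* sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). In the glucose medium, the FPKM was 20.85 ± 10.60 (SD, n = 3) in WT and 20.21 ± 0.16 (SD, n = 3) in Δ*Poset2*, and the strains were not told apart (log2 fold change −0.20, standard error 0.28, adjusted p = 0.67, edgeR). The difference between the media did not pass its own test (interaction adjusted p = 0.14, edgeR). With a term for totals under 6000000, chosen after seeing the data, the log2 fold change in the cellulose medium was 0.02. From its domains and its homology to Ash1, the paper proposes that PDE_01581 might be a histone methyltransferase for H3K4 and H3K36.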

PDE_01581 was originally disregarded because it has no SRI domain, which is responsible for the interaction between Set2 and RNA Pol II and couples histone H3 K36 methylation with transcript elongation [50]. The high degree of homology between PDE_01581 and Ash1 was observed. The mammalian Ash1L is responsible for the monomethylated and dimethylated H3K36 [51] and the trimethylated H3K4 [52]. Therefore, the protein PDE_01581 might be a histone methyltransferase that worked with H3K4 and H3K36 as substrates. Nevertheless, this finding should be investigated in the future.

## Conclusions

In summary, the results obtained in this study indicate that H3K4 methylation was an active marker of cellulolytic enzyme production, whereas H3K36 methylation was a marker of repression. A crosstalk occurred between H3K36 and H3K4 methylation, and *Po*Set2 negatively regulates cellulolytic enzyme production by antagonizing the *Po*Set1–H3K4me3 pathway. The balance of H3K4 and H3K36 methylation was required for the normal transcription of cellulolytic enzyme genes. Active or repressed genes are not always directly associated with TFs. These results extend our previous understanding that cellulolytic enzyme gene transcription is primarily controlled by TFs.

## Methods

### Fungal strains and culture conditions

Wild-type (WT) *P. oxalicum* 114-2 (CGMCC 5302) was used as the original parent strain. In accordance with the principle of homologous recombination, the single-deletion mutants Δ*Poset2* and Δ*Poset1* were constructed on the basis of WT, and the double-deletion mutant Δ*Poset1*Δ*Poset2* was constructed on the basis of Δ*Poset2*. In accordance with the principle of random insertion, the re-complement strains were constructed with the corresponding fontal promoters based on the deletion mutants, and the overexpressed strains were constructed with the strong promoter *gpdA* based on WT. The mutants were further verified using diagnostic PCR and Southern blot analysis. According to the principle of complementary hybridization, particular stripes in the nylon membrane (PALL, Ann arbor, USA) were visualized using a DIG DNA labeling system (Roche, Indianapolis, USA). The probes were labeled via PCR using a PCR DIG Probe Synthesis kit (Roche, Indianapolis, USA). The strategies and results of PCR and Southern blot are presented in Additional file 8: Figure S4. The primers used here are shown in Additional file 9: Table S2.

The strains were grown in either 1× Vogel’s agar with 2% glucose (w/v), 1% starch, or 0.5% ball-milled cellulose as a sole carbon source or a fermentation medium with 2% glucose (glucose medium) or 1% microcrystalline cellulose (Sangon, Shanghai, China, CB0279) plus 1% wheat bran (cellulose medium) as carbon sources as previously described [53] and cultivated at 30 °C for 3–5 days. Three replicates were included for each sample.

### Phylogenetic tree and domain architecture analyses

Amino acid sequences of Set2 and Set1 from different fungal species were obtained from NCBI [54]. For the phylogenetic tree analysis, multiple sequences alignment was performed using software Clustal X [55] and MEGA7.0 [56], respectively. For domain architecture analysis, we referred to the websites SMART [57, 58] and Pfam database [59, 60]. Structure domain comparison maps were constructed with equal proportion of the respective sequences.

### Phenotype analysis and microscopic observation

To observe colony morphology and conidiation of different mutants, fresh spore solutions with equal spore concentrations (10^7^/mL) were prepared. 1.5 μL of each solution were spotted on Vogel’s medium ager plates with 2% glucose, 1% starch, or 0.5% ball-milled cellulose as sole carbon source, and then cultivated at 30 °C for 3–5 days. Hydrolysis circles in 1% starch or 0.5% ball-milled cellulose were observed by adding 0.5% Triton X-100 to limit the elongation of hypha. Iodine solution containing 6 g KI and 0.6 g I_2_ in 100 mL of H_2_O was added to the surface of 1% starch medium at room temperature for 10 min to visualize starch-degrading circles.

To count the spore yield of different mutants, 100 μL of spore solutions were evenly coated to Vogel’s medium plates with 2% glucose as carbon source, and were then incubated at 30 °C for 5 days. Ten-mm-diameter colony agar plugs were sampled for each strain in triplicates. The numbers of conidia were counted using a hemocytometer. The method of cover slip culture and aniline blue staining was used for conidiophores observation [31]. Briefly, several sterile cover slips were placed into the medium at a 45 angle to the agar surface and incubated at 30 °C. Then, cover slips were removed at the designated time points and were stained with lactophenol cotton blue reagent (0.05-g cotton blue, 20.0-g phenol crystals, 40.0-mL glycerol, 20.0-mL lactic acid, and 20.0-mL distilled water). The nature of conidiophores and conidial shapes were observed using Nikon phase-contrast microscope. To observe intracellular localization of *Po*Set2 and *Po*Set1, the mycelia on the cover slip were stained with 1 µg/mL Hoechst 33342 for 15 min in the dark to obtain nucleus staining. The slips were viewed under high-sensitivity laser scanning confocal microscope (ZEISS LSM780) (Carl Zeiss, Oberkochen, Germany). The excitation light at 488 nm wavelength was used for the green fluorescence of *Po*Set2–GFP or *Po*Set1–GFP, and at 405 nm for nuclear staining.

### Cellulase and hemicellulase activity assay

The culture supernatants (crude enzyme) from different time points were collected via centrifugation and diluted with 0.2-M NaAc buffer solution (pH 4.8). The activities of endoglucanase (CMCase) and xylanase were assayed in accordance with the methods described by Li et al. [6]. Carboxymethylcellulose sodium salt (CMC-Na) (Sigma-aldrich, St. Louis, USA) and xylan (Ryon, Shanghai, China) were used as substrates. Briefly, 0.5 mL of suitably diluted culture supernatants and 1.5 mL of 1% (m/v %) CMC-Na or 1% (m/v %) xylan, which was dissolved in NaAc buffer (pH 4.8), were added into 25-mL colorimetric tubes. The mixture was gently stirred and incubated in a 50 °C water bath for 30 min. 3 mL 3,5-dinitrosalicylic acid (DNS) reagent (10 g 3, 5-dinitrosalicylic acid, 20-g sodium hydroxide, 200-g sodium potassium tartrate, 2.0-g redistilled phenol, and 0.50-g sodium sulfite anhydrous per 1000-mL DNS reagent) were then added to stop enzymatic reaction. The tubes were placed in boiling water for 10 min. Finally, 20 mL of distilled water was added and mixed, and the absorbance of the reaction mixture was measured at 540 nm to determine enzyme activities. The cellobiohydrolase (pNPCase) and α-l-arabinofuranosidase activities were measured using 1 mg/mL pNPC (Sigma-aldrich, St. Louis, USA) and 1 mg/mL 4-nitrophenyl α-l-arabinofuranoside (Carbosynth, Oxford, UK) as substrates, respectively. Briefly, 100 μL of suitably diluted culture supernatants and 50 μL of substrates were gently mixed and incubated at 50 °C for 30 min. 150 μL of 10% Na_2_CO_3_ (w/v) was then added to terminate the reaction, and the absorbance of the reaction mixture was measured at 420 nm to determine the enzyme activities. One enzyme activity unit was defined as the amount of enzyme required for producing 1 μmol glucose or pNP per minute under the assayed conditions.

Cellulolytic enzyme activities were normalized to the ratio of corresponding biomass. Here, it was not appropriate to assay the mycelia biomass according to the dry cell weight, because cellulose and wheat bran were added in the fermentation medium as inducer and unconsumed cellulose and wheat bran interfered with the results. Thus, concentration of total intracellular protein was determined to indicate the biomass using the methods previously described by Zhang et al. [61]. The normalized cellulolytic enzyme activities (IU/mg) represented the enzyme activity produced by the mycelium corresponding to 1-mg intracellular protein. Three biological triplicates were performed for all enzyme analysis. The mean values and standard deviations were calculated.

### Quantitative real-time reverse transcription PCR (qRT-PCR) analysis

Total RNA was extracted from mycelia after 6, 24, or 48 h of cultivation in a cellulose medium with RNAiso Plus reagent (TaKaRa, Kusatsu, Japan). Genomic DNA was removed and cDNA was synthesized using a PrimeScript™ RT reagent kit (TaKaRa, Kusatsu, Japan). The obtained cDNA was used as a template of quantitative PCR through LightCycler^®^ 480 (Roche, Indianapolis, USA) with SYBR Premix Ex Taq™ (TaKaRa, Kusatsu, Japan). The copy number of unambiguous transcripts for each gene was normalized to expression ratio by the transcripts of *actin*. The primers used were shown in Additional file 9: Table S2.

### RNA sequencing and GO analysis

Mycelia of WT and mutants were collected after 24 h of fermentation cultivation. Total RNA was extracted with methods described in “Quantitative real-time reverse transcription PCR (qRT-PCR) analysis” section. The extracted RNA was incubated with 10 U DNase I (Takara, Dalian, China) at 37 °C for 30 min to remove genomic DNA. RNA was assayed to ensure its quality (OD260/OD280: 1.8–2.2; OD260/OD230: > 1.5; RNA Integrity Number (RIN): > 8.0) before subsequent library construction. Transcriptome assay based on BGISEQ-500 RNA-Seq was performed by the Beijing Genomics Institute (BGI, Shenzhen, China). The dataset was generated by paired-end (PE) modes. Sequenced reads were mapped against predicted transcripts and reference genome using Bowtie2 [62] and HISAT [63], respectively. Then, the filtered clean reads for each gene were normalized to fragments per kilobase transcriptome per million mapped reads (FPKM) by using Cufflinks [64]. Gene expression level was quantified by RSEM software package [65]. Significantly different expression levels between samples were identified through a significance test with combined thresholds (diverge probability ≥ 0.8 and fold change ≥ 2), in which the probability value represented the probability of the significance of different genes (the larger this value was, the more significant it was) [66]. Cluster analysis and function enrichment analysis were conducted in Genesis [67] and Blast2GO with a threshold at FDR ≤ 0.05 [68].

### Western blot analysis

Total protein was extracted from the mycelia after 24 h of fermentation cultivation by mixing with the extraction buffer containing 50-mM Tris–HCl (pH 7.5), 150-mM NaCl, 1% NP-40, and 1-mM PMSF in an ice bath for 30 min and via centrifugation at 12,000 rpm at 4 °C for 10 min to collect the supernatant with the total protein. Equal amounts of total protein were separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE) on a 15% gel and were transferred to nitrocellulose membrane (PALL, Ann arbor, USA) using a Bio-Rad electroblotting apparatus. Anti-H3K4me1 antibody (ab8895, Abcam, Cambridge, UK), anti-H3K4me2 antibody (A2356, ABclonal, Wuhan, China), and anti-H3K4me3 antibody (ab8580, Abcam, Cambridge, UK) were utilized to detect H3K4 methylation. Anti-H3K36me1 antibody (OM256826, OmnimAbs, California, USA), anti-H3K36me2 antibody (A2365, ABclonal, Wuhan, China), and anti-H3K36me3 antibody (ab9050, Abcam, Cambridge, UK) were employed to detect H3K36 methylation. Equal amounts of the total protein and the anti-histone H3 antibody (OM256785, OmnimAbs, California, USA) were set as the loading control. The signal strength of Western blot band was quantified by the software Image J.

### Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR)

ChIP assays were performed in accordance with a previously described protocol [69]. Briefly, the hyphae cultivated in liquid fermentation medium were fixed by the adding of 1% formaldehyde at 30 °C for 10 min with shaking, followed with 125-mM glycine shaking for an additional 5 min. All hyphae were collected and grounded to powder in liquid nitrogen, and fully lysed in lysis buffer (50-mM HEPES pH 7.5, 150-mM NaCl, 1-mM EDTA, 0.5% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1-mM PMSF (phenylmethanesulfonyl fluoride), 0.1% protease inhibitor cocktail). The chromatin was obtained by centrifugation and was further broken into fragments of approximately 500 bp by sonication. Immunoprecipitation (IP) was performed with anti-H3K36me1 antibody (OM256826, OmnimAbs, California, USA), anti-H3K36me3 antibody (OM256832, OmnimAbs, California, USA), and anti-H3K4me3 antibody (OM256846, OmnimAbs, California, USA) with equal amounts of extracted chromatin (1 mg). The obtained IP products and 0.1-mg input chromatin DNA (without IP) of each sample were subjected to RNase digestion to remove RNA, as well as high heat and proteinase K digestion to reverse crosslinks, followed by phenol–chloroform extraction and ethanol precipitation to get purified IP DNA and input DNA. Quantitative PCR was finally performed by using LightCycler^®^ 480 (Roche, Indianapolis, USA). The relative enrichment of IP DNA was defined as the ChIP efficiency and calculated as a percentage of the total input DNA by using the following equation, where Ct = threshold cycle of PCR. All of the primers used here are shown in Additional file 9: Table S2.

$${{\text{ChIP}}}\;{{\text{efficiency}}} = 2^{{{ - \Delta {\text{Ct}}}}} \times 100\%$$

$$\Delta {\text{Ct}} = {\text{Ct}}_{\text{IP}} - \left( {{\text{Ct}}_{\text{Input}} - \log_{2} 10} \right)$$

### Statistical significance tests

All statistical significance tests were done with a one-tailed homoscedastic (equal variance) *t*-test. *P* < 0.05 indicated statistical significance, *P* < 0.01 indicated remarkable statistical significance, and *P* < 0.001 indicated extremely remarkable statistical significance.

## Additional files

**Additional file 1: Figure S1.** Phylogenetic analysis of *Po*Set2 orthologs.

**Additional file 2: Figure S2.** Saturation analysis of the depth of sequencing data. X-axis showed the number of clean reads, whose extreme value was the current volume of sequencing. Y-axis showed the ratio of identified gene numbers to total gene numbers reported in database. (a) Three biological replicates of WT cultivated in a glucose medium. (b) Three biological replicates of Δ*Poset2* cultivated in a glucose medium. (c) Three biological replicates of WT cultivated in cellulose medium. (d) Three biological replicates of Δ*Poset2* cultivated in cellulose medium.

**Additional file 3: Spreadsheet S1.** A total of 469 genes exhibited significant differences (fold change ≥ 2, probability ≥ 0.8) in Δ*Poset2* compared with that of WT in the glucose medium.

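As received, the sheet holds 460 rows, 269 for upregulated and 191 for downregulated genes, with the mean FPKM of each strain, the log2 ratio and the probability. The probability recomputed from the deposited FPKM values differed from the sheet's by at most 0.007881. Of these genes, 459 also passed the thresholds in the recomputation and 350 (76.1%) were called by edgeR. A probability of at least 0.9 in place of 0.8 would leave 139 genes.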

**Additional file 4: Spreadsheet S2.** A total of 1457 genes exhibited significant differences (fold change ≥ 2, probability ≥ 0.8) in Δ*Poset2* compared with that of WT in cellulose medium.

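The sheet holds 1441 rows as received, 564 for upregulated and 877 for downregulated genes, in the same layout. Its probabilities and the recomputed ones differed by at most 0.006871. The recomputation called 1439 of the 1441 genes, and edgeR's test called 1309 (90.8%). With a probability threshold of 0.9, 509 genes would remain in the recomputation.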

**Additional file 5: Table S1.** List of upregulated genes (≥ twofold, FDR < 0.05) in Δ*Poset2* compared with WT with significantly enriched GO terms (GO category: molecular function) in cellulose medium.

**Additional file 6: Figure S3.** Verification of *Po*Swd2 extracted in TAP-MS experiments via Western blot analysis and silver staining. (a) Western blot analysis of affinity-purified tagged *Po*Swd2. (b) Silver staining of TAP-tagged proteins together with associated proteins after one-step (anti-FLAG) affinity purification. (c) Silver staining of TAP-tagged proteins together with associated proteins after two-steps (anti-FLAG and then anti-HA) affinity purification.

**Additional file 7: Spreadsheet S3.** Putative proteins interacting with *Po*Swd2 identified using TAP-MS experiments.

**Additional file 8: Figure S4.** Strategy and results of PCR and Southern blot analysis for the verification of multiple mutants. (a) Strategy and results of PCR for the verification of deletion strain. (b) Strategy and results of PCR for the verification of re-complement and overexpression strains. (c) Strategy and results of Southern blot analysis for the verification of *Poset2* deletion strain. (d) Strategy and results of Southern blot analysis for the verification of *Poset2* overexpression strain.

**Additional file 9: Table S2.** Primers used in this study.

## Data Availability

Whole Genome Shotgun projects were deposited in DDBJ/EMBL/GenBank under the accession number AGIH00000000.1 (https://www.ncbi.nlm.nih.gov/nuccore/AGIH00000000.1). The raw data of expression profiling sequencing were deposited in the NCBI’s Gene Expression Omnibus database under the accession number GSE106558 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106558). All other data that support the findings of this study can be found in Additional files 1–9.

## Abbreviations

WT: wild type
TFs: transcription factors
pNPC: 4-nitrophenyl β-d-cellobioside
CMC: carboxymethylcellulose
FPKM: fragments per kilobase transcriptome per million mapped reads
GO: gene ontology
COMPASS: complex associated with Set1
qRT-PCR: quantitative real-time reverse transcription PCR
ChIP-qPCR: chromatin immunoprecipitation-quantitative PCR
IP: immunoprecipitation
PMSF: phenylmethanesulfonyl fluoride
Ct: threshold cycle of PCR

# Supplementary material for: Normal transcription of cellulolytic enzyme genes relies on the balance between the methylation of H3K36 and H3K4 in Penicillium oxalicum
**Source:** Biotechnol Biofuels. 2019 Aug 20;12:198. doi: 10.1186/s13068-019-1539-z
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. List of upregulated genes (≥ twofold, FDR < 0.05) in ΔPoset2 compared with WT with significantly enriched GO terms (GO category: molecular function) in cellulose medium.

**Table S1.** List of upregulated genes (≥ 2-fold, FDR < 0.05) in Δ*Poset2* compared with WT with significantly enriched GO terms (GO category: molecular function) when cultivated for 24 h on the condition of cellulose medium.

# Supplementary material for: Normal transcription of cellulolytic enzyme genes relies on the balance between the methylation of H3K36 and H3K4 in Penicillium oxalicum
**Source:** Biotechnol Biofuels. 2019 Aug 20;12:198. doi: 10.1186/s13068-019-1539-z
**Supplement:** Supplementary file 9 — Additional file 9: Table S2. Primers used in this study.

**Table S2. Primers used in the study.**

How the deposited data were processed for this re-analysis (not part of the article)

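RNA-Seq was analysed in 12 samples of *P. oxalicum*, 3 replicates each of WT and Δ*Poset2* in the glucose medium and in the cellulose medium after 24 h of cultivation. Samples were assigned to strain, medium and replicate from the sample labels and the paper. The authors sequenced paired-end libraries on the BGISEQ-500 platform, mapped the reads to predicted transcripts with Bowtie2 and to the genome with HISAT, and quantified genes with RSEM; the paper also names Cufflinks for FPKM and gives no versions. For each sample, the authors deposited the expected count of each gene, an estimated number of fragments that is not normalized, and the gene length. The FPKM values deposited by the authors are normalized to gene length and to the mapped fragments of the sample and are rounded. Genes without fragments have no row in a sample's table and were counted as 0. Reads shared between similar genes were split by RSEM before the counts were written, and 111 genes carried a fractional count in some sample.

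The total expected count per sample ranged from 4607764 to 7256532 with a median of 6728214. At the lowest total, 3 counts on a gene as long as PDE_02255 (3303 bases) correspond to an FPKM of 0.2. Between 9322 and 9613 genes had a fragment in a sample, and a union of 9870 genes was analysed.

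The main test was edgeR 4.0.16 (R 4.3.3), with expected counts rounded to whole numbers, TMM normalization, glmQLFit and glmQLFTest. It was fitted within each medium on 3 WT and 3 Δ*Poset2* samples and without a replicate block, on genes with at least 10 counts in at least 3 of the 6 samples. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2. The standard error of a log2 fold change was derived from the statistic of the test. An interaction of strain and medium was fitted on all 12 samples, and the difference between media in WT on 6 samples. The paper's thresholds (fold change of at least 2, probability of at least 0.8) were applied to the deposited FPKM with a probability written anew from the variation between replicates, since the paper cites a reference for it without naming the tool; an FPKM of 0 was set to 0.005. Single values were compared by exact permutation tests, in which 3 samples against 3 give a p of at least 0.1. GO terms were taken from the paper's spreadsheets, which cover only the changed genes. They were compared between upregulated and downregulated genes with Fisher's exact test for terms carried by at least 5 genes. Each term was counted as written, without narrower terms under it, and genes without a term stayed in the totals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used besides limma 3.58.1 and DESeq2 1.42.0.

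The scripts were tested on simulated data, drawn for the real genes with 200 genes changed by a log2 fold change of 2. The changed genes were drawn only from well covered genes. The spread followed the fitted trend, without a batch or a replicate that lies apart. The numbers below therefore do not carry over to weakly expressed genes, smaller changes or the uneven replicates of the real data. The edgeR fit recovered 199 of the 200 (99.5%) with 5 false calls among 204, DESeq2 and limma recovered 199 each with 10 false calls each, the interaction fit recovered 178 with 8 false calls, and the paper's thresholds recovered 160 with 5 false calls among 165.

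The genes named in the text were fixed by a rule before the files arrived. They are the genes the paper names by locus tag in its text, Fig. 2b and Table S1, the COMPASS subunits of Spreadsheet S3, and in each medium the 5 genes with the largest log2 fold change in each direction among those past the test with all replicates of one strain on one side. PDE_00087 and PDE_00660 were added outside this rule, from the annotation in the spreadsheets and with their values already seen.

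The alternatives set before the files arrived were DESeq2's size factors and test, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no filter on low counts, one fit of all 12 samples, the replicate number as a block, each replicate left out in turn, and other thresholds. For the paper's thresholds they were scaled FPKM, 1 added to every FPKM, replicate variation from all 12 samples, a filter at an FPKM of 1 and a probability of 0.9. A term for totals under 6000000 counts, counts thinned to the lowest total, and, for the numbers of genes, counts without the 10 highest genes of each sample were chosen after seeing the data. So were the replicate block for the difference between media in WT, and leaving out a replicate for that difference, for the shares of counts and for the gene sets by the paper's thresholds. Genome positions, primers matched to the genome, the secretome list and the genome-wide GO annotation were left out because they were not in the files analysed here. The qRT-PCR, Western blot, ChIP, TAP-MS and enzyme assays have no file among those analysed.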

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

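The change from WT to Δ*Poset2* differed between the media in 1676 of 8965 tested genes (768 with a more positive and 908 with a more negative change in the cellulose medium), by the interaction of strain and medium in edgeR on all 12 samples. The result was flagged because the effects in the media differ by a test of the difference itself. Among 100 drawn regroupings of the samples within each medium, the real one included, 5 gave as many genes, with up to 2236 in another. The number of genes alone thus does not set the real grouping apart. The draw also allowed regroupings that keep the strains apart in a medium or exchange them whole there. These carry the strain difference into the interaction, so the draw cannot tell what number would arise without an interaction. Regroupings of this kind test for no effect of the strain at all and not for an equal effect in both media. Counts thinned at random to the lowest total left 1586 genes, so the smaller totals alone account for little of the number. A term for totals under 6000000 left 824 genes. That term marks all WT samples in the cellulose medium and 1 WT sample in the glucose medium, so its value is set by WT glucose replicate 1, and a batch of libraries with low totals cannot be told apart from the difference between the media. The prediction for thinning and that for the term were written before their results were seen. A dependence of the effect of *Po*Set2 on the carbon source remains a hypothesis.

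Of the 34 genes of Fig. 2b, 16 were among them, 14 with a more positive change in the cellulose medium and 2 with a more negative one. The paper chose these 34 genes for a change in the cellulose medium in these same samples, which favours such a difference. PDE_00087, annotated in the paper's Spreadsheet S2 as the zinc finger protein BrlA, was picked outside the rule for named genes, after its values had been seen. It had an interaction log2 of −3.27 (standard error 0.53, adjusted p = 0.0018, edgeR). Its FPKM in the cellulose medium was 25.31 ± 6.87 (SD, n = 3) in WT and 3.95 ± 0.45 (SD, n = 3) in Δ*Poset2*, lower in 3 of 3 samples, and in the glucose medium it was 0.93 ± 0.37 (SD, n = 3) and 1.75 ± 0.76 (SD, n = 3). PDE_07010, the COMPASS subunit Swd3 in Spreadsheet S3, had an interaction log2 of −1.15 (adjusted p = 0.012, edgeR), with a log2 fold change of 1.34 (standard error 0.20, adjusted p = 0.0052) in the glucose medium and 0.15 (adjusted p = 0.57) in the cellulose medium. With the term for totals under 6000000, the log2 fold change in the cellulose medium was −3.17 for PDE_00087 and −0.07 for PDE_07010. A batch of the low totals may thus not account for the fall of PDE_00087, although the term rests on a single WT glucose sample.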

How the results depend on the processing

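Most alternatives were fixed before the processed files arrived. Chosen after seeing the data were the term for totals under 6000000, the thinned counts and, outside the shares of counts, the fits without the 10 highest genes. The same holds for the replicate block for the difference between media in WT, and for leaving out a replicate for that difference, the shares and the gene sets by the paper's thresholds. Outside the fits that leave out a replicate, 141 rows of headline results stayed the same, 26 moved and 1 reversed. For single genes 1178 rows stayed the same, 47 were weaker, 34 stronger and 62 reversed. The number of genes changed by medium in WT, the *Poset2* transcript, the GO terms and the share of counts in the Fig. 2b genes were counted as the same under every alternative. Their sizes still moved. In the cellulose medium the share difference was 1.78 percentage points, and 0.75 without each sample's own 10 highest genes, which can include genes of Fig. 2b. The GO terms there rose from 8 to 12 among genes that edgeR also called. The log2 fold change of *Poset2* was −3.37 in both media with limma on log2(FPKM + 1), against −10.76 and −10.57.

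By edgeR in the glucose medium, leaving out the fold change threshold gave 1533 genes (877 up, 656 down) and an adjusted p-value under 0.01 gave 463 (289 up, 174 down), against 898 (577 up, 321 down). The 6 fits that each left out one replicate gave 428 to 1033 genes (262 to 712 up and 166 to 346 down), the most without WT glucose replicate 1. For the cellulose medium, an adjusted p-value under 0.01 left 708 upregulated genes against 1128. The changes with other cut-offs follow from the threshold. The range over the left-out replicates does not follow from the number of samples, which is the same in all 6 fits.

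With the term for totals under 6000000, the number in the cellulose medium was 645 (307 up, 338 down) against 2454, the upregulated genes of Fig. 2b were 11 against 30 and those of Table S1 10 against 39. The number of genes whose change differs between media was 824 (369 up, 455 down) against 1676. All WT cellulose samples have totals under 6000000, so the term moves part of the strain difference onto the deviation of WT glucose replicate 1. The change may come from a batch of libraries or from that sample alone. With WT glucose replicate 2 or 3 marked in its place, the number in the cellulose medium was 1651 or 1750. The effect sizes grew in those fits, so they cannot show how much comes from the loss of precision. On limma's log2(FPKM + 1) scale, the genes whose change differs between media were 443 up and 1379 down, against 768 and 908. With log2(FPKM + 0.1) they were 423 and 1389. These limma fits take the FPKM without TMM normalization. With DESeq2 the numbers were 1066 up and 937 down, so there the larger direction was up. Leaving out one replicate gave 1063 to 2494 such genes (454 to 1118 up, 524 to 1376 down) across 12 fits.

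By the paper's thresholds, a probability of at least 0.9 left 139 genes (64 up, 75 down) in the glucose medium and 509 (211 up, 298 down) in the cellulose medium. Scaling each sample's FPKM by median ratios gave 181 upregulated genes in the glucose medium against 275 and 255 downregulated against 193, so the larger direction changed. Leaving out one replicate gave 199 to 519 upregulated genes there. The share of counts in the 10 highest genes in the cellulose medium was 0.43 percentage points lower in Δ*Poset2*, a change of −0.43, which was 0.54 without the 10 highest genes and −1.42 to 0.35 with one replicate left out, all smaller in size than the SD of 1.8 among the 3 Δ*Poset2* samples.

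Single genes changed sign mostly in the glucose medium, where the changes were small. The log2 fold changes of reversed sign there were, with limma on log2(FPKM + 1), PDE_01581 0.06, PDE_00660 0.09, PDE_05171 0.21, PDE_09014 0.16, PDE_02514 0.13, PDE_06439 0.04, PDE_06438 0.02, PDE_07927 0.02, PDE_02994 0.09, PDE_03014 0.24, PDE_06476 0.33, PDE_06934 0.34, PDE_07279 0.19, PDE_00284 0.05, PDE_07286 0.07, PDE_09131 0.35. On log2(FPKM + 0.1) they were PDE_01581 0.07, PDE_00660 0.09, PDE_05171 0.22, PDE_09014 0.16, PDE_02514 0.15, PDE_06439 0.06, PDE_06438 0.02, PDE_07927 0.03, PDE_02994 0.09, PDE_03014 0.25, PDE_06476 0.33, PDE_06934 0.34, PDE_07279 0.19, PDE_00284 0.05, PDE_07286 0.07, PDE_09131 0.35. The replicate block reversed PDE_05171 0.04, PDE_03014 0.05, PDE_06476 0.13, PDE_06934 0.14, PDE_09131 0.14, and thinned counts PDE_05171 0.01, PDE_06476 0. The term for totals under 6000000 reversed PDE_01581 0.15, PDE_00660 0.14, PDE_05171 0.25, PDE_09226 −0.08, PDE_09988 −0.28, PDE_07124 −0.26, PDE_09478 −0.05, PDE_04768 −0.17, PDE_07344 −0.27, PDE_07933 −0.11, PDE_02295 −0.04, PDE_00191 −0.24. Ranges over the fits that each left out one replicate, for genes with a reversed sign in any of them, were PDE_01581 −0.39 to 0.21, PDE_00660 −0.31 to 0.20, PDE_05171 −0.18 to 0.31, PDE_05594 −0.03 to 0.24, PDE_09014 −0.32 to 0.14, PDE_02514 −0.41 to 0.04, PDE_02583 −0.08 to 0.38, PDE_09226 −0.03 to 0.42, PDE_06439 −0.54 to 0.12, PDE_09278 −0.16 to 0.43, PDE_09988 −0.22 to 0.52, PDE_07124 −0.20 to 0.44, PDE_04768 −0.12 to 0.27, PDE_07344 −0.22 to 0.38, PDE_07933 −0.19 to 0.42, PDE_02994 −0.38 to 0.00, PDE_03014 −0.34 to 0.17, PDE_06476 −0.35 to 0.22, PDE_06934 −0.43 to 0.21, PDE_07279 −0.46 to 0.11, PDE_00191 −0.18 to 0.45, PDE_09131 −0.49 to 0.25. In cellulose, only that term reversed any gene, giving PDE_01581 0.02, PDE_00660 0.04, PDE_02489 0.02, PDE_07451 −0.16, PDE_07010 −0.07, PDE_05171 0.6, PDE_06934 −0.13, PDE_07279 −0.38, PDE_00191 −0.23, PDE_00284 −0.13, PDE_09131 −0.41. Of these, PDE_06934 and PDE_07279 are ATP synthase genes and PDE_00191, PDE_00284 and PDE_09131 ubiquinol–cytochrome-*c* reductase genes of Table S1, so their upregulation may rest on the batch of low totals. The WT cellulose samples and WT glucose replicate 1 have the lowest totals. Thinning all samples to the lowest total gave 2402 genes in the cellulose medium against 2454, so the difference in depth changed that number little. The deleted gene could be tested in only 3 of the fits per medium that leave out a replicate, since a fit without a WT sample drops it by the filter on counts.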

Differences from the paper's values

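By edgeR, 898 genes changed in the glucose medium, 577 up and 321 down, against the paper's 469, 276 and 193. Of the alternatives set before the files arrived, an adjusted p-value under 0.01 gave 463, 289 and 174, within the limit of 1.5 times, and for the downregulated genes so did limma on log2(FPKM + 1) with 216 and on log2(FPKM + 0.1) with 228. DESeq2, the fit without a filter, one fit of all 12 samples and the replicate block did not close the gap in any of the 3 numbers. The fits without WT replicate 2 or without any 1 of the Δ*Poset2* replicates came within the limit for all 3 numbers, with totals of 671, 611, 428 and 453 genes.

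In the cellulose medium, edgeR called 2454 genes, 1128 of them up, against the paper's 1457 and 475. An adjusted p-value under 0.01 gave 1701 and 708, and for the total so did the fits without Δ*Poset2* replicate 1 (2055) or 2 (1847). No other alternative set before the files arrived closed the gap for either number. The number with a term for totals under 6000000 was 645 and was chosen after seeing the data.

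The paper's thresholds applied to the deposited FPKM gave 468 genes in the glucose medium and 1455 in the cellulose medium, near the paper's totals of 469 and 1457. For the cellulose medium they gave 575 upregulated and 880 downregulated genes, where the paper's text states 475 and 982, and the sheet as received lists 564 and 877. This difference stays within 1.5 times. The sheet, with fewer rows than the paper's total, already lists more upregulated genes (564) than the text states (475). The gap therefore lies between the paper's text and its own sheet, and no cause for it is given.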

Other observations

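WT glucose replicate 1 lies apart from the other WT glucose samples, with a chi-square per gene of 83.19 and 86.24 against 7.78 between replicates 2 and 3. Distances of this size also occur on cellulose, with 104.26 between WT replicates 1 and 3 and 84.59 between Δ*Poset2* replicates 1 and 3. WT glucose replicate 1 also has a total of 4829546 counts. This total lies within the range of the WT cellulose samples (4607764 to 5377359) and below all other samples. The deviation of WT glucose replicate 1 from its group was compared across genes with the strain difference in the cellulose medium. Spearman's rho was −0.5, against 0.01, −0.01 and 0.01 for the Δ*Poset2* glucose replicates. For WT glucose replicates 2 and 3 it was 0.47 and 0.4. Deviations within a group are linked, so these values are not independent of that of replicate 1. The −0.5 could arise from a batch of libraries shared by WT glucose replicate 1 and the WT cellulose samples. In that case the genes high in this batch would be high in WT in the cellulose medium. The sign and size of rho were predicted only after the result was seen. The rho was −0.5 after taking out gene length and −0.49 with counts thinned to the lowest total, so gene length and depth do not explain it. The prediction for thinning preceded its result, whereas that for gene length was written with the correlations with length already seen. Its deviation had a rho of 0.14 with the difference between media in Δ*Poset2*, which cannot tell whether this culture had moved towards the cellulose response of WT, and this prediction too was made after the result was seen. The labels give no batch or date, so neither explanation can be told apart.

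More genes changed in the cellulose medium than in the glucose medium. Across the 10 splits of the 6 samples of a medium, only 1, the real one, gave as many genes by edgeR, by the paper's thresholds in either medium, and for the difference between media in WT. A share under 0.05 cannot be reached with 10 splits. Other splits gave 0 genes by edgeR and 21 to 56 (glucose) or 40 to 189 (cellulose) by the paper's thresholds. The split by low totals is the split by strain among the cellulose samples. With every sample thinned to the lowest total the number was 2402, and without the 10 highest genes of each sample it was 2451, so neither depth nor a few strongly expressed genes explains the number. With the term for totals under 6000000 it fell to 645, with a median standard error of 0.41 against 0.263 in one fit without it. A term marking WT glucose replicate 2 or 3 in place of replicate 1 gave 1651 and 1750 genes with median standard errors of 0.485 and 0.48. The median size of the log2 fold change was 0.831 and 0.835 in these fits. It was 0.546 with replicate 1 marked and 0.652 without a term. Because the effect sizes moved too, these fits cannot isolate the loss of precision from the added term. A batch among the low totals therefore cannot be told apart from the effect of the deletion. With the term for totals under 6000000, 31 of the 34 genes of Fig. 2b had a fitted log2 fold change above 0, but 11 passed the test. The values above 0 ran from 0.01 in PDE_09226 to 4.25 in PDE_07897.

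The deleted gene itself is not called by the paper's thresholds. With an FPKM of 9.37 in WT on glucose and 9.43 on cellulose and 0 in Δ*Poset2*, the probability of PDE_02255 was 0.765 and 0.677, under the threshold of 0.8. A probability built from replicate differences asks for a large difference in FPKM besides a large ratio, so weakly expressed genes fail it. The median FPKM of the genes called by edgeR alone was 6.4 in the glucose medium and 12.2 in the cellulose medium.

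For the 7 COMPASS subunits of Spreadsheet S3, none passed edgeR's test in the cellulose medium and 2 of 7 had a higher mean in Δ*Poset2*. In the glucose medium 1 passed, PDE_07010 (Swd3), and 6 had a higher mean. PDE_07451 (Swd2) had a log2 fold change of 0.54 (adjusted p = 0.079, edgeR) in the glucose medium and 0.38 (adjusted p = 0.27) in the cellulose medium. The paper reports higher expression of most COMPASS subunits (Fig. 3d) but names no method for that panel. PDE_00660, annotated in Spreadsheet S3 and chosen outside the rule for named genes with its values already seen, had a log2 fold change of −0.15 in the glucose medium and −0.78 (adjusted p = 0.029, edgeR) in the cellulose medium.

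Genes with consecutive locus tags changed together. There were 502 neighbouring pairs in the cellulose medium that were called in the same direction, against 308.9 on average and at most 361 in 2000 shuffles of the calls, a ratio of 1.63. This was seen before its prediction was written. Without genes that carry a fractional count the ratio was 1.64, so reads shared between similar genes do not explain it. The genes changed by medium in WT gave 1.56, which is close, and the ratio depends on how many genes are called (3.15 in the glucose medium with fewer calls). The rank correlation of the log2 fold changes of neighbours was 0.15 in the cellulose medium, 0.20 in the glucose medium and 0.23 for the medium in WT, so an arrangement of co-regulated genes unrelated to *Po*Set2 remains as an explanation. Locus tags stand in for positions, since no genome was given. PDE_02130, PDE_02134 and PDE_02137, among the 5 most upregulated genes in the cellulose medium, and PDE_09228, PDE_09234 and PDE_09235, among those in the glucose medium, are near in number.

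The hypothesis that the effect of the deletion grows with gene length, since H3K36 methylation is linked to elongation, was framed after the correlations had been seen. The Spearman's rho of the log2 fold change with gene length across genes was 0.05 in the glucose medium and 0.08 in the cellulose medium, below the limit of 0.3 set for it. The rho takes the signed change, so it shows only that long genes did not shift together in one direction. It cannot tell whether the size of the change grows with length in both directions.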
